# Origin, specification and differentiation of a rare supporting-like lineage in the developing mouse gonad

**DOI:** 10.1126/sciadv.abm0972

**Published:** 2022-05-25

**Authors:** Chloé Mayère, Violaine Regard, Aitana Perea-Gomez, Corey Bunce, Yasmine Neirijnck, Cyril Djari, Natividad Bellido-Carreras, Pauline Sararols, Richard Reeves, Simon Greenaway, Michelle Simon, Pam Siggers, Diana Condrea, Françoise Kühne, Ivana Gantar, Furong Tang, Isabelle Stévant, Laura Batti, Norbert B. Ghyselinck, Dagmar Wilhelm, Andy Greenfield, Blanche Capel, Marie-Christine Chaboissier, Serge Nef

## Abstract

Gonadal sex determination represents a unique model for studying cell fate decisions. However, a complete understanding of the different cell lineages forming the developing testis and ovary remains elusive. Here, we investigated the origin, specification, and subsequent sex-specific differentiation of a previously uncharacterized population of supporting-like cells (SLCs) in the developing mouse gonads. The SLC lineage is closely related to the coelomic epithelium and specified as early as E10.5, making it the first somatic lineage to be specified in the bipotential gonad. SLC progenitors are localized within the genital ridge at the interface with the mesonephros and initially coexpress *Wnt4* and *Sox9*. SLCs become sexually dimorphic around E12.5, progressively acquire a more Sertoli- or pregranulosa-like identity and contribute to the formation of the rete testis and rete ovarii. Last, we found that WNT4 is a crucial regulator of the SLC lineage and is required for normal development of the rete testis.

## INTRODUCTION

Gonadal sex determination is the process by which the bipotential gonad commits to either the testicular or ovarian fate. In the mouse, the gonadal primordium is established at embryonic day 10 (E10) and develops from the thickening of the coelomic epithelium (CE) on the ventromedial surface of the mesonephros [for a review, see (*1*)]. At this point, CE cells have already acquired a molecular signature unique to the gonads, including the GATA binding protein 4 (*Gata4*), Wilms’ tumor 1 (*Wt1*), and nuclear receptor steroidogenic factor 1 (*Nr5a1* or *Sf1*) (*2*–*4*). The genital ridge grows through the proliferation of CE cells that delaminate and invade the underlying mesenchyme as a result of basement membrane disintegration or as a result of an oriented division pattern, so that daughter cells end up within the developing genital ridge (*2*). Both in vitro and in vivo lineage tracing experiments and single-cell RNA sequencing (scRNA-seq) analyses have revealed that the ingressing CE cells constitute the most important source of gonadal somatic cells in both sexes and contribute to both the supporting and the steroidogenic cell lineages (*5*–*7*). Initially, these XX and XY CE-derived *Nr5a1*^+^ multipotent progenitor cells do not exhibit obvious sexual dimorphism. By E11.5, a subset of these progenitors adopts a supporting cell fate before initiating robust sex-dependent genetic programs. This leads to the differentiation of this CE-derived supporting lineage into Sertoli and pregranulosa cells in the male and female, respectively (*6*–*8*). In parallel, another subset of these cells maintains its multipotent progenitor state and, starting around E12.5 in XY and E13.5 in XX gonads, acquires a steroidogenic progenitor identity at the origin of Leydig cells and peritubular myoid cells in the developing testis (*9*–*14*).

A complete characterization of the different cell lineages forming the bipotential gonad is essential for our understanding of the process of sex determination. In particular, it remains unclear whether CE-derived progenitor cells contribute to other uncharacterized populations of the developing testis and ovary. Recent investigations leveraging transcriptomics, immunofluorescence (IF), and three-dimensional (3D) reconstruction revealed that rete testis precursors have a dual molecular signature reflecting both a Sertoli (*Sox9*, *Gata4*, *Wt1*, and *Nr5a1*) and a rete precursor (*Pax8*, *Krt8*, and *Cdh1*) identity, suggesting a common origin with the CE-derived supporting lineage (*15*–*18*). The rete testis forms an essential bridging system connecting the seminiferous tubules with efferent ducts. In the adult testis, it forms an anastomosing network of epithelium-lined tubules located at testicular mediastinum (*16*). It is connected with, and receives the luminal contents of, the seminiferous tubules. These fluids move from the rete into the efferent ducts and from there into the epididymis and further into the vas deferens. The rete ovarii is the female homolog of the rete testis and is characterized by a set of anastomosed tubules located in the hilus of the ovary that may also extend through the ovarian medulla (*19*, *20*). The physiological role of the rete ovarii remains unclear, but it has been proposed to be necessary for the initiation of meiosis and a source of pregranulosa cells during embryogenesis (*21*, *22*). Although rete testis and rete ovarii are important components of the reproductive system, some important gaps remain in the characterization of rete progenitors, their embryonic origin, transcriptomic signature, specification, and sex-specific differentiation.

In the present study, we built a transcriptomic atlas of the entire cell population of the developing female and male gonads during the process of mouse sex determination. We identified a previously uncharacterized population of supporting-like cells (SLCs) and shed light on the origin and the developmental trajectory of this important cell lineage during the process of testis and ovary development using a combination of scRNA-seq analyses, IF, gene expression analysis, in vivo cell lineage tracing, and loss-of-function experiments.

## RESULTS

### Single-cell transcriptional atlas of gonadal sex determination in mice

We generated a single-cell transcriptomic atlas of mouse XX and XY gonads covering the entire process of sex determination and differentiation, from the emergence of the genital ridges at E10.5 to the late fetal gonads at E16.5, using droplet-based 3′ end scRNA-seq. 

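Embryos came from crosses of CD-1 females with males carrying an Nr5a1-GFP transgene, whose fluorescence served to find the genital ridges during dissection. Gonads were taken with the mesonephros at E10.5 and E11.5 and without it at later stages, and about 5000 cells per sample were loaded for droplet capture. There were 20 libraries, 2 XX and 2 XY from independent replicates at each of the 5 stages. Replicate 1 is the library prepared on the earlier date. The authors aligned the reads with Cell Ranger to GRCm38 with the GFP sequence added. They chose the barcodes of cells from the distribution of unique molecular identifiers (UMIs) per barcode and removed no cells for quality or doublet score. The deposited matrix holds UMI counts of 26397 genes in 94705 cells, with a table of the library, cluster, cell type and cell cycle phase of each cell.

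Sequencing gave 31241516 to 160435537 UMIs per library, with a median of 89314987 in XX and 107651737 in XY libraries. The 4 libraries of E10.5 held 69671203 to 130007435 UMIs (median 93757497), and the median cell held 23488.5 to 26575 UMIs. For E11.5 the totals were 46798084 to 115225303 (median 95753474), with 17143.5 to 19771 UMIs in the median cell. The E12.5 libraries reached 57525266 to 160435537 (median 89314987), with 14801 to 17978 per median cell. Totals at E13.5 were 92323531 to 145257381 (median 115202714), with 11326.5 to 19941 per median cell. E16.5 was shallowest, with 31241516 to 77179467 (median 46699469.5) and 9020.5 to 13309 per median cell.

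Cell types are those of the authors. UMI counts were summed per library and cell type where at least 5 cells were present, and the libraries, not the cells, were the replicates of each test. Sums were compared with edgeR's quasi-likelihood test after TMM normalization, and p values were adjusted with the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p below 0.05 and a log2 fold change of at least 0.361, which is the paper's natural-log threshold of 0.25. Levels from these tests are TMM-normalized CPM (counts scaled to the total of each library), given as mean ± SD with n the number of libraries. Log-normalized counts are the natural log of 1 plus the UMIs per 10000 of a cell, computed as the paper describes. Gene positions are from GENCODE M21 on GRCm38.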

We collected and sequenced the gonadal cells at five different developmental stages (E10.5, E11.5, E12.5, E13.5, and E16.5) for a total of 94,705 cells after quality controls (Fig. 1, A and B, and Materials and Methods). We found that XX and XY cells tend to overlap at E10.5 and E11.5, as expected for time points before gonadal sex determination (Fig. 1, C and D). 

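For each cell, the share of opposite-sex cells was counted among its 30 nearest neighbors outside its own library, in 50 principal components of the log-normalized counts. Equal numbers of cells were drawn from the 4 libraries of a stage, so that even mixing gives 66.7%. At E10.5, with 2558 cells per library, 41.5 ± 10.8% of neighbors were of the opposite sex (SD, n = 4). At E11.5, with 2281 cells per library, the share was 60.8 ± 11.7% (SD, n = 4). Leaving out the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty moved the shares most, to 68.7 ± 10.7% and 79.3 ± 6.54%. With these genes out, 65.8% of the neighbors at E11.5 were of the opposite sex and the same library date, where even mixing gives 33.3%. No permutation of 2 XX and 2 XY libraries can reach a p of 0.05, so no p is given.

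In summed cells of the coelomic epithelium (CE), XX and XY libraries were also compared gene by gene (2 libraries per sex). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 of 16867 genes at E10.5, Kdm5d (chromosome Y, 897788 to 956786), at 15.8 ± 0.885 CPM in XY (SD, n = 2) and no UMI in XX. At E11.5 edgeR called Kdm5d and Gm4017, the latter (log2 fold change -4.64, SE 0.50, adjusted p = 0.0487) named after the values were seen. At an unadjusted p below 0.05 there were 400 and 334 genes, and DESeq2 called 11 and 7. At E10.5, 0 genes were called by edgeR without E10.5 XX replicate 2 (1150 at an unadjusted p below 0.05), and 12 were called without E10.5 XY replicate 2. Without E11.5 XX replicate 2 the E11.5 count was 7. With the library date as a block, 0 genes were called at either stage by edgeR, with 591 and 634 at an unadjusted p below 0.05. This test has limited power, since Xist (chromosome X, 103460366 to 103483254), whose exons overlap those of Tsix on the other strand, was not called at E10.5 by edgeR's quasi-likelihood test at 1147 ± 71.1 in XX against 0.608 ± 0.0735 in XY (log2 fold change 10.86, SE 1.48, adjusted p = 0.119, same direction in all 4 libraries), though DESeq2 called it. Of 200 genes changed in simulated counts of this comparison it recovered 56%. The paper relates the overlap to the time before gonadal sex determination.

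**Figure D1:**
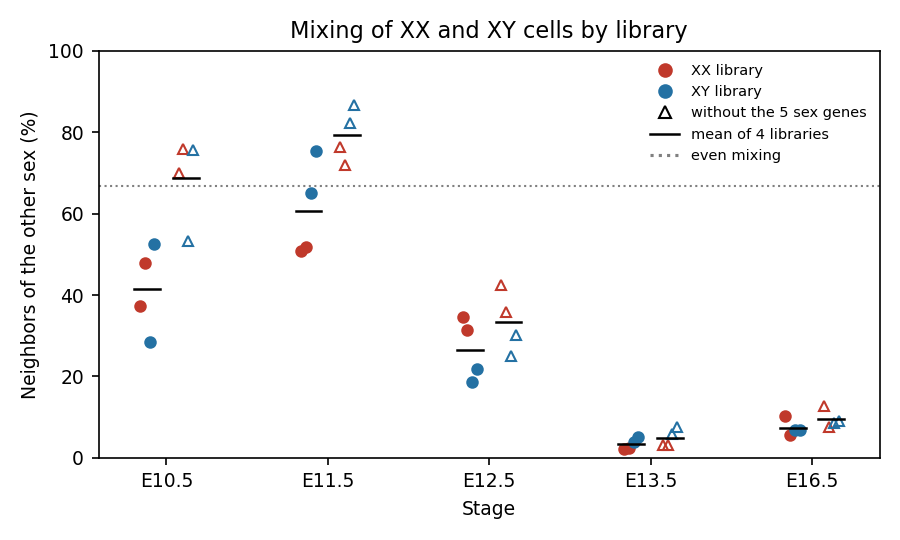
Percent of nearest neighbors from the opposite sex at each stage (y axis, stages on the x axis), from 41.5% at E10.5 to 3.44% at E13.5. Each point is a library, and the line at 66.7% is even mixing. Open points give the same libraries without the sex-linked genes, and short lines the means.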

At later stages, cells diverge and display sex-specific gene expression patterns, reflecting the emergence of differentiated cell populations. 

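Measured in the same way, 26.6 ± 7.62% of neighbors were of the opposite sex at E12.5 (3025 cells drawn per library), 3.44 ± 1.44% at E13.5 (5495 cells) and 7.34 ± 1.97% at E16.5 (2049 cells; SD, n = 4 each). Single libraries ranged from 18.7 to 34.7%, from 2.24 to 5.23% and from 5.55 to 10.2%. Without the sex-linked genes, 66.6% of the E12.5 neighbors were of the same sex and the other date. Opposite-sex neighbors were 7.73% of the same date and 25.6% of the other date. At E13.5 no XX library shares a date with an XY library, so sex and date cannot be told apart there.

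The share depended on the cell type. At E12.5 it was 4.76% in the supporting lineage, 31.5% in SLCs and 39.1% in germ cells. By E13.5 these fell to 0.228%, 7.09% and 0.548%. The low shares of E13.5 were not common to all types, with 53.9% in erythrocytes, 55.8% in immune cells and 17.9% in endothelial cells. Single libraries spread widely in SLCs, from 10.1 to 53.6% at E12.5 and from 0.413 to 22.2% at E13.5. At E16.5 it was 0.327% in supporting cells and 0.0584% in germ cells, but 64.5% in endothelial cells. The paper attributes the divergence to the emergence of differentiated cell populations.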

Gonadal cells were further clustered on the basis of transcriptional similarity using the Leiden algorithm (Fig. 1E) (*23*). The clustering identified 43 transcriptionally distinct clusters covering XX and XY cells at different stages of gonadal differentiation. Using enriched marker gene expression, we were able to assign a cell type to each of the 43 clusters (Fig. 1, E and F, and fig. S1). The relative abundance of each cell type was then determined for both the genital ridges and mesonephros at E10.5 and E11.5 and for the testes and ovaries at E12.5, E13.5, and E16.5 (Fig. 1G and table S1). 

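In the authors' table, which holds 43 clusters, mesonephric mesenchyme was the largest cell type, with 17516 cells (18.5% of all cells) in 4 clusters. Germ cells followed with 14876 cells (15.7%) in 9 clusters, and early interstitial progenitors with 12347 cells in 3 clusters. The coelomic and surface epithelium held 4920 and 5312 cells in 2 clusters each. Presupporting, Sertoli and pregranulosa cells numbered 2697, 6369 and 9723. By stage, the libraries held 14962 cells at E10.5, 16670 at E11.5, 20285 at E12.5, 25794 at E13.5 and 16994 at E16.5, of which 40743 were XX and 53962 XY. The paper states the abundances without a test.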

All major cell populations of the gonad have been identified such as germ cells, Sertoli and pregranulosa cells, endothelial cells, and fetal Leydig cells. Note the high proportion of interstitial progenitors in the developing testis and ovary (58 and 25%, respectively, at E16.5) and the comparatively low abundance of germ cells in the testis (6%) compared to the ovary (34%) at E16.5. 

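The testis libraries of E16.5 held 10585 cells and the ovary libraries 6409. Interstitial progenitors made up 57.8% of testis cells (95% Clopper-Pearson interval 56.9 to 58.8%; 58.0 ± 0.963%, SD, n = 2 libraries). In the ovary they made up 24.8% (23.7 to 25.9%; 25.8 ± 4.01%, n = 2). Germ cells were 5.96% of testis cells (5.52 to 6.43%; 5.80 ± 0.929%, n = 2) and 34.0% of ovary cells (32.8 to 35.2%; 29.4 ± 17.9%, n = 2). The ovary value differed between its libraries, with 16.7% in replicate 1 and 42.1% in replicate 2. All intervals for shares of cells are of this kind and cover counting error only, not the spread between libraries. Leaving out erythrocytes moved the interstitial share of the testis to 60.3%.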

The low proportion of germ cells in the testis compared to the ovary at E16.5 is most likely the result of a substantial increase in the number of somatic cells in the testis coupled with a mitotic arrest of XY germ cells between E12.5 and E14.5 (*24*).

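In XY libraries, germ cells were 16.6% of cells at E12.5 (1757 of 10602; 14.9 ± 5.37%, SD, n = 2) and 24.3% at E13.5 (3531 of 14539; 23.8 ± 3.07%), before the lower value at E16.5. In XX libraries the shares were 27.2% (2631 of 9683; 26.9 ± 5.80%) and 27.7% (3122 of 11255; 27.8 ± 1.30%) at these stages. Interstitial progenitors of XY libraries went from 39.2% at E12.5 (42.1 ± 9.30%) to 38.6% at E13.5 (38.5 ± 0.343%). A library samples a set number of loaded cells, so these values are shares and not numbers of cells per gonad. From the low share of germ cells the paper proposes an increase of somatic cells joined to the mitotic arrest of XY germ cells.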

**Fig. 1.**
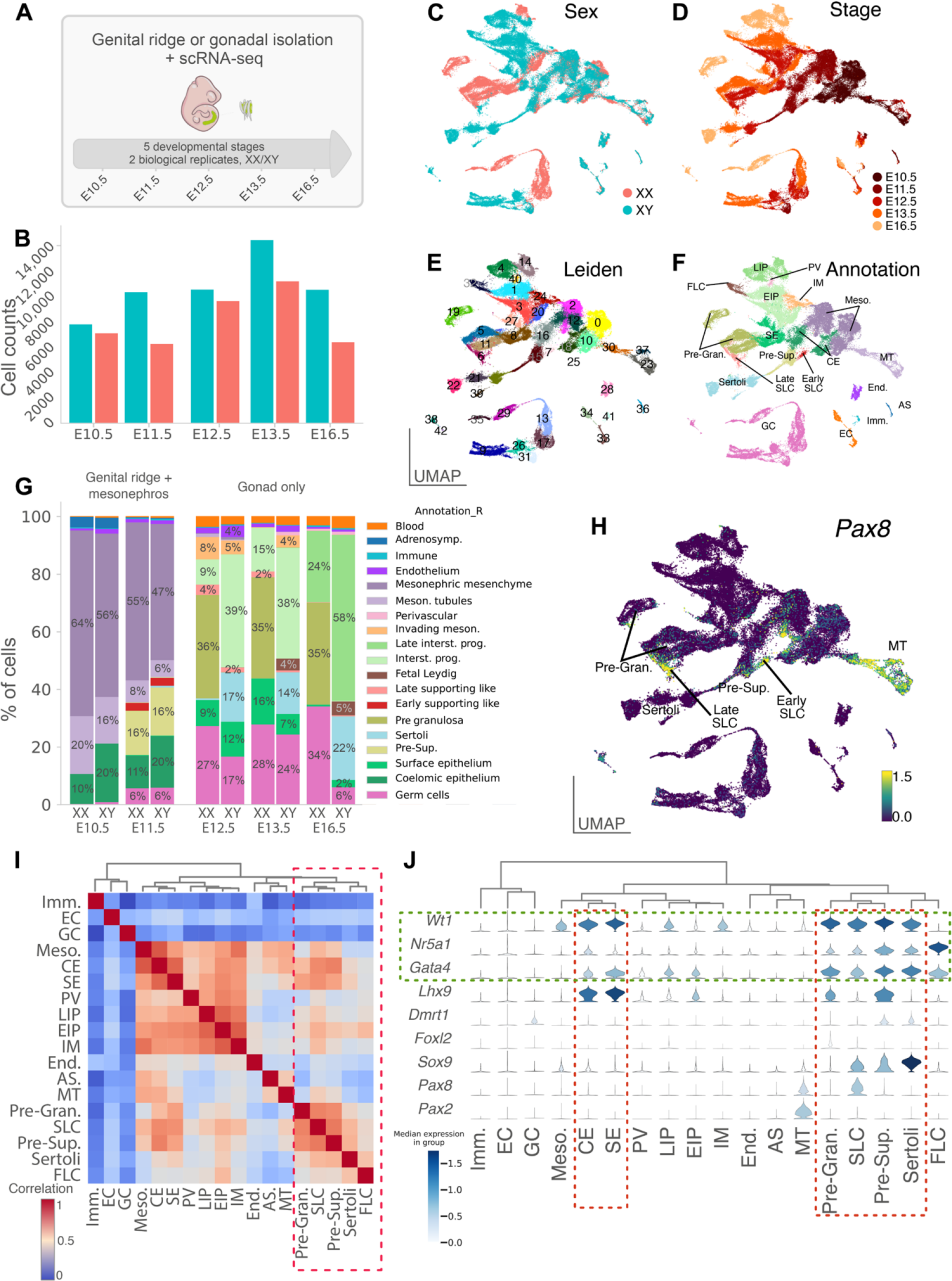
A single-cell atlas of gonadal development and sex differentiation. (**A**) Schematic overview of the experimental procedure and dataset. A representative embryo at E11.5 is shown with (in inset) the region containing the gonads and mesonephros. (**B**) Barplots show the number of single cells RNA-sequenced per stage and sex. (**C** to **F**) UMAP representation of the 94,705 cells colored by sex (C), stage (D), Leiden clustering (E), and annotation of the different cell clusters (F). (**G**) Proportion of cell types across sex and developmental stages. (**H**) UMAP representation of the expression level of *Pax8* gene. (**I**) Heatmap showing correlation between transcriptomes of the different cell populations. Populations were ordered using hierarchical clustering based on correlation (Spearman) distance of expression levels between cell populations. (**J**) Stacked violin plots showing expression (log-normalized counts) of major somatic cell markers of the gonad in annotated cell populations. Populations were ordered as in (I). CE, coelomic epithelial cells; SE, surface epithelial cells; Pre-Sup., presupporting cells; Sertoli, Sertoli cells; Granulosa, pregranulosa cells; EIP, early interstitial progenitors; LIP, late interstitial progenitors; FLC, fetal Leydig cells; IM, invading mesonephric cells; PV, perivascular cells; Imm., immune cells; Meso., mesonephric mesenchymal cells; MT, mesonephric tubules; End., endothelial cells; AS, adrenosympathic cells; GC, germ cells; EC, erythrocytes.

### Identification of a previously uncharacterized population of SLCs

Our single-cell transcriptomic analysis also identified all major cell populations derived from the *Nr5a1* lineage, such as supporting progenitors, fetal Leydig, Sertoli, and pregranulosa cells, but also two clusters containing a previously uncharacterized population of supporting cells, which we refer to as SLCs. These cells are present in XX and XY gonads from E11.5 to E16.5 (Fig. 1F). 

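SLCs were annotated in every library from E11.5 to E13.5 and in 3 of the 4 libraries of E16.5. Replicates 1 and 2 held 84 and 88 SLCs in XX and 123 and 167 in XY at E11.5. At E12.5 there were 209 and 139 in XX and 52 and 121 in XY, and at E13.5 111 and 113 in XX and 28 and 72 in XY. At E16.5 the XY libraries held 18 and 20. In XX, replicate 1 held 7, while replicate 2 held 0 of 4360 cells, which allows up to 0.0688%. These 7 cells held 30153 to 105280 UMIs each, and their sum had 487 CPM of the epithelial gene Epcam, against 185 in mesonephric tubule cells. Every value given for XX SLCs at E16.5 rests on them.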

In total, we identified 1352 unique SLCs forming an early group consisting of 460 cells at E11.5 (hereafter referred to as early SLCs) and 892 cells of later stages (E12.5 to E16.5, referred to as late SLCs) both strongly expressing the transcription factor *Pax8* (Fig. 1H). 

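Pax8 (chromosome 2, 24420560 to 24475599) was measured at 121.6 CPM in early SLCs (460 cells) and 101.3 in late SLCs (892 cells), and the table gives each as 1 cluster. A UMI of Pax8 was found in 75.9% of early SLCs (median 15324.5 UMIs per cell) and in 57.2% of late SLCs (median 11970.5), against 0.909% of endothelial cells (median 21686). Mesonephric tubules, which also express Pax8, had 74.7 CPM, with a UMI in 64.4% of 3919 cells (median 19841). The mean of log-normalized counts was 0.727 ± 0.0979 in early SLCs (SD, n = 4 libraries) and 0.652 ± 0.221 in late SLCs (SD, n = 11). The paper states the identity of the clusters from their marker genes.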

Although they are part of the same cell population (see below), SLCs group into two separate clusters that reflect two distinct differentiation stages. We identified SLCs in both developing ovaries and testes, with 289 XY and 171 XX early SLCs and 312 XY and 580 XX late SLCs. 

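The early cluster was almost confined to E11.5, where 285 of its 289 XY cells and all of its 171 XX cells were found. Of its other XY cells 3 came from E12.5 and 1 from E16.5. Among the 892 cells of the late cluster, 6 came from E11.5. The late SLCs of E13.5 came from different clusters of the first clustering in the sexes, 223 of 224 XX cells from cluster 5 and 99 of 100 XY cells from cluster 30.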

We observed that the relative abundance of early and late SLCs decreases over time compared with other gonadal cell populations, from 2.7% at E11.5 to 0.1 to 0.3% at E16.5 (Fig. 1G and table S1). This is probably due to the strong increase in the number of cells from other cell types during testicular and ovarian development, rather than a decrease in the total number of SLCs. 

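Over the 4 libraries of a stage, SLCs were 2.77% of all cells at E11.5 (462 of 16670; 95% interval 2.53 to 3.03%) and 2.57% at E12.5 (521 of 20285; 2.36 to 2.80%). The shares were 1.26% at E13.5 (324 of 25794; 1.12 to 1.40%) and 0.265% at E16.5 (45 of 16994; 0.193 to 0.354%). As means of the libraries they were 2.88 ± 0.789%, 2.65 ± 1.39%, 1.39 ± 0.796% and 0.273 ± 0.192% (SD, n = 4). At E16.5, 0.109% of XX cells (7 of 6409; 0.0439 to 0.225%) and 0.359% of XY cells (38 of 10585; 0.254 to 0.492%) were SLCs. Single libraries ranged from 1.60 to 4.60% at E12.5, and the XY libraries of E13.5 held 0.319 and 1.25%.

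**Figure D2:**
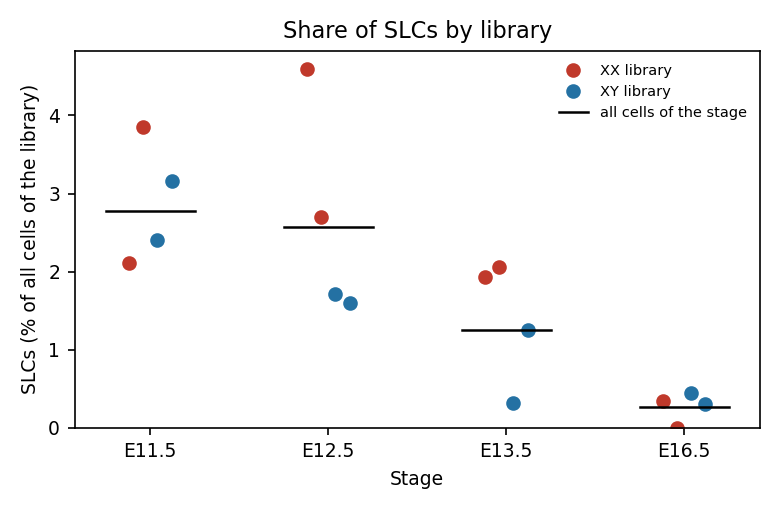
Percent of the cells of each library annotated as SLCs (y axis) by stage (x axis) and sex. Each point is a library. Lines give the share over all cells of a stage, from 2.77% at E11.5 to 0.265% at E16.5.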

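Counted against the CE-derived types alone (coelomic and surface epithelium, presupporting, Sertoli and pregranulosa cells and SLCs), SLCs were 7.92% of 5830 cells at E11.5 and 6.48% of 8036 at E12.5. They were 3.52% of 9211 cells at E13.5 and 0.907% of 4960 at E16.5. The fall therefore remains when germ and interstitial cells are left out. The counts do not give the number of SLCs per gonad. The paper proposes that the other cell types increase while the total number of SLCs does not fall.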

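Spearman correlations were computed between cell types on the mean log-normalized counts of 24600 genes. Early SLCs ranked the coelomic epithelium first (rho 0.965), then presupporting cells (0.964), late SLCs (0.959), surface epithelium (0.948) and mesonephric mesenchyme (0.947). Pregranulosa cells stood at 0.943, mesonephric tubules at 0.930, Sertoli cells at 0.925 and germ cells at 0.846. Late SLCs ranked pregranulosa cells first (0.969), then early SLCs (0.959), surface epithelium (0.956), presupporting cells (0.952) and early interstitial progenitors (0.945), with Sertoli cells at 0.938 and mesonephric tubules at 0.914. Per library at E11.5, presupporting cells came first in 2 of 4 libraries and the coelomic epithelium in the other 2. With log2 CPM of summed counts presupporting cells came first over all cells (0.967), and over the 2000 most variable genes late SLCs did (0.950), before presupporting cells (0.936) and the coelomic epithelium (0.934). In single libraries of later stages, pregranulosa cells came first in all 4 XX libraries that could be ranked. Of the XY libraries, early interstitial progenitors came first in both of E12.5 (0.908 and 0.931, with Sertoli cells at 0.903 and 0.926), and Sertoli cells in both of E13.5 and in E16.5 XY replicate 2.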

Spearman’s correlation analysis and hierarchical clustering revealed that the transcriptomes of the early and late SLC populations share similarities with those of other cell types of the supporting lineage, such as pregranulosa, presupporting, and Sertoli cells (Fig. 1I). 

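In early SLCs (460 cells, n = 4 libraries), the means of log-normalized counts were 0.567 ± 0.0944 for Nr5a1 (chromosome 2, 38692656 to 38714542), 1.27 ± 0.116 for Wt1 (chromosome 2, 105126529 to 105173616) and 0.512 ± 0.0495 for Gata4 (chromosome 14, 63198922 to 63271692) (SD). In late SLCs (892 cells, n = 11) they were 0.416 ± 0.143, 1.08 ± 0.177 and 0.814 ± 0.275. A UMI of Nr5a1 was found in 66.1% of early SLCs, of Wt1 in 94.1% and of Gata4 in 58.0%, and in 51.6%, 88.9% and 78.5% of late SLCs. Germ cells, taken as a type that should lack Gata4 and Nr5a1, gave 15.7% and 16.3% at a median depth of 24444 UMIs. In CPM, early SLCs had 100.7 of Nr5a1 and 96.4 of Gata4, against 8.62 and 9.53 in germ cells. For Wt1 these were 296 and 14.5.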

SLCs express CE-derived somatic cell markers such as *Nr5a1*, *Wt1*, and *Gata4*, but also *Pax8*, a marker of cells of the mesonephric tubules, the rete testis, and rete ovarii (*17*, *25*). In contrast, SLCs do not express *Dmrt1* and *Pax2*, a well-known marker of mesonephric tubules (Fig. 1J) (*26*). 

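Dmrt1 (chromosome 19, 25505618 to 25604329) averaged 0.0340 ± 0.0108 log-normalized counts in early SLCs (SD, n = 4) and 0.0492 ± 0.0578 in late SLCs (SD, n = 11), against 0.319 ± 0.124 in Sertoli cells (SD, n = 9, 6369 cells). A UMI was found in 7.17% of early and 5.83% of late SLCs, in 52.4% of Sertoli cells (median 14407 UMIs) and in 3.64% of endothelial cells. Pax2 (chromosome 19, 44756045 to 44837871) averaged 0.0248 ± 0.0139 in early and 0.0364 ± 0.0516 in late SLCs, against 0.655 ± 0.114 in mesonephric tubules (SD, n = 12). A UMI of Pax2 was found in 3.91%, 4.93% and 78.8% of these cells, and in 1.82% of endothelial cells. After thinning each cell to 3000 UMIs, the Pax2 shares were 0.870%, 1.12% and 26.5%, with 0.195% in endothelium. In CPM, Dmrt1 stood at 5.74 and 5.09 in early and late SLCs and Pax2 at 3.20 and 4.24, low values that are not 0. The paper states the lack of these genes from the same clusters.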

Overall, the expression profile of SLCs suggests that they are closely related to the CE-derived supporting cells and potentially involved in the formation of the rete ovarii in females, and the rete testis and its connection to efferent ducts in males.

### XY SLCs share a common CE-derived origin but diverge from the Sertoli lineage before the time of sex determination

To characterize the specification and fate of SLCs in the developing testis, we selected all of the 11 XY cell clusters expressing the three marker genes present in CE-derived gonadal cells (*Nr5a1*, *Gata4*, and *Wt1*) between E10.5 and E16.5 (clusters #6, #7, #8, #15, #16, #18, #21, #22, #25, #27, and #39; see Fig. 1E). We then used the PAGA algorithm (*27*, *28*) to generate a consolidated lineage graph that included all selected cell types rooted to the E10.5 CE cluster (Fig. 2A). The reconstruction of the CE-derived cell lineages in the developing XY gonad revealed three distinct developmental trajectories, with all cells emerging initially from the CE-derived progenitor cells at E10.5 and E11.5 (clusters #16 and #18; Fig. 2, A to C). Three different cell lineages emerge from these CE-derived progenitors: the gonadal surface epithelium (SE) that expresses the *Upk3b* marker gene (clusters #8 and #27; Fig. 2, A to E); the supporting cell lineage expressing sequentially *Sry*, *Sox9*, and *Amh* during the process of Sertoli cell differentiation (cluster #15 then clusters #25, #21, #22, and #39; Fig. 2, A to D and F to H); and the SLC lineage expressing *Pax8* as well as *Sox9*, but not *Sry* (see clusters #6 and #7; Fig. 2, A to D, G, and I). 

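In XY cells, Upk3b (chromosome 5, 136038496 to 136046487) averaged 0.387 ± 0.103 log-normalized counts in the CE at E10.5 and 0.373 ± 0.112 at E11.5, and 1.05 ± 0.238, 1.04 ± 0.0329 and 1.73 ± 0.179 in the surface epithelium from E12.5 to E16.5 (SD, n = 2 libraries each). In presupporting cells it was 0.0519 and in Sertoli cells 0.0277, 0.0250 and 0.0166.

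Sox9 (chromosome 11, 112782224 to 112787760) rose from 0.338 in the E11.5 CE to 1.33 ± 0.304 in presupporting cells and was 1.73 ± 0.0644, 1.88 ± 0.177 and 1.40 ± 0.243 in Sertoli cells of E12.5, E13.5 and E16.5 (SD, n = 2). Amh (chromosome 10, 80805243 to 80807648) was 0.116 ± 0.0509 in presupporting cells and 1.78 ± 0.494, 1.44 ± 0.0727 and 1.84 ± 0.411 in Sertoli cells. In SLCs from E11.5 to E16.5 Sox9 stood at 0.911 ± 0.0174, 0.813 ± 0.131, 1.21 ± 0.196 and 1.32 ± 0.0822.

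Sry (chromosome Y, 2662471 to 2663658) has 43 UMIs in the matrix, in 42 cells. Presupporting cells of E11.5 held 30 of them, in 1.67% of 1734 cells (median 22722 UMIs). A UMI was found in 0.690% of 290 XY SLCs of that stage and in 0.108% of 1858 CE cells (median 19407.5). In Sertoli cells the matrix holds Sry in 0 of 6309 cells, which allows up to 0.0476% of cells with a UMI, not of cells expressing it. These shares may miss most UMIs of Sry. The authors' cell totals were compared with the matrix counts summed without its rarest genes, Sry among them. The totals held more UMIs in 18.4% of E11.5 XY presupporting cells, 8.96% of E11.5 XY Sertoli cells and 1.05% of E12.5 XY Sertoli cells. They did so in 2.46% of E11.5 XY early SLCs (3.36 and 1.81% in replicates 1 and 2) and 1.35% of E11.5 XY CE cells. The 319 such presupporting cells include the 29 whose Sry UMIs the matrix holds. The paper states the order of these genes from their level along the lineages.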

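Presupporting cells of E11.5 XY libraries numbered 1734, with a median of 22722 UMIs per cell. Pax8 lay above 0.5 log-normalized counts in 83 of them, or 4.79% (95% interval 3.83 to 5.90%), with 5.72% in replicate 1 and 4.28% in replicate 2. At least 1 UMI was found in 10.8%, the alternative that moved the share most. Among germ, endothelial, immune and erythroid cells of the same libraries, which should lack Pax8, 0.118% (1 of 847; median 38047 UMIs) lay above 0.5 and 6.97% had a UMI. After thinning every cell to 3000 UMIs, 2.42% of presupporting cells had a UMI of Pax8. Its level was 9.37 CPM against 2.13 in those reference types. Leaving out the highest doublet scores gave 5.00%. Mesonephric mesenchyme of these libraries came near presupporting cells, with 5.55% above 0.5, 2.40% with a UMI after thinning and 9.12 CPM. In the CE these values were lower, at 1.61%, 1.02% and 3.12 CPM. The share of presupporting cells is thus not particular to them.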

The *Pax8* gene appears also transiently expressed in 5% of XY presupporting cells at E11.5 (threshold defined as 0.5 log-normalized counts; see also Fig. 2I), suggesting that its expression is not completely SLC specific. Cell cycle analysis using scRNA-seq data (*29*) revealed that cells in the CE, SE, and Sertoli cells actively proliferate, whereas presupporting cells expressing *Sry* and SLCs appear to remain in a quiescent state (Fig. 2J). 

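By the authors' phase calls, 38.4% of XY CE cells were in G1, 31.6% of surface epithelium cells, 56.2% of Sertoli cells and 82.5% of presupporting cells. Early SLCs were in G1 in 91.3% (95% interval 87.5 to 94.3%; median 14870 UMIs) and late SLCs in 88.1% (84.0 to 91.5%; median 13405). The calls depend on depth little, since after thinning to 3000 UMIs the values were 38.6, 31.1, 55.8, 77.3, 87.2 and 86.5%. Scoring anew with 42 S and 52 G2/M genes gave the deposited phase in 95.9% of cells. A phase call is an expression score, and the sequencing itself did not measure cycling. The paper proposes quiescence of presupporting cells and SLCs from these phases.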

The absence of proliferation in the SLC lineage was confirmed by whole-mount IF of gonads pulsed with 5-ethynyl-2′-deoxyuridine (EdU) incorporation. Absence of EdU labeling of PAX8^+^/GATA4^+^ cells confirms that SLCs arrest cycling during the process of sex determination at E11.5 and early testis development at E13.5 (fig. S2).

**Fig. 2.**
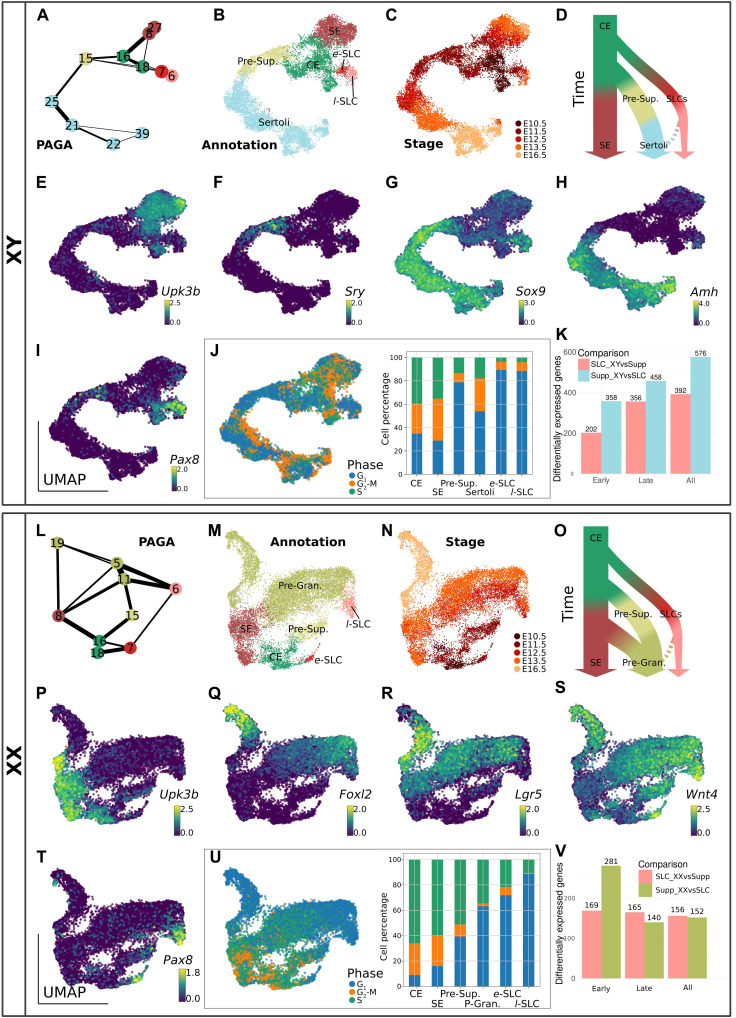
Characterization of XY and XX SLC populations. The analysis was performed with both XY (**A** to **K**) and XX (**L** to **V**) gonadal cells. PAGA representation of the clusters of XY (A) and XX (L) cells expressing *Nr5a1*, *Gata4*, and *Wt1*. Each node is a Leiden cluster, and the links between clusters represent confidence of relation between two clusters. (B, C, M, and N) UMAP projection of gonadal cell lineage at the origin of the supporting cells and SLCs, colored by cell annotation (B and M) and by developmental stage (C and N). Simplified model of the cell lineage reconstruction in the developing testis (D) and ovary (O). UMAP representations of XY (E to I) and XX (P to T) cells colored by expression levels (log-normalized counts) of selected genes. UMAP and barplot representation of the cell cycle phase of XY (J) and XX (U) cells. Barplot illustrates the proportion of cells in the different cell cycle phase for each population. (K and V) Barplots representing the number of DEGs between SLCs and the supporting lineage either in XY (K) or XX (V) developing gonads at early (E11.5) and late (E12.5, E13.5, and E16.5) stages. *e*-SLC, early SLCs; *l*-SLC, late SLCs.

To investigate the differences between SLCs and the supporting lineage in the developing testis, we performed differential expression analysis (*30*). As the number of SLCs decreases with time, we grouped these cells into two groups to maintain sufficient statistical power for the analysis: early SLCs (cells at E11.5) and late SLCs (cells between E12.5 and E16.5). 

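UMIs were summed for early SLCs and presupporting cells of each E11.5 XY library (n = 2 each), and for late SLCs and Sertoli cells of each XY library from E12.5 to E16.5 (n = 6 each, with stage in the model). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1598 of 15526 genes in early SLCs, 669 higher and 929 lower than in presupporting cells. At an unadjusted p below 0.05 there were 3948, and DESeq2 called 1729. Leaving out a replicate moved this count most among weaker designs, to 219 without E11.5 XY replicate 1 and 283 without E11.5 XY replicate 2. A block for the library gave 3925, and with equal numbers of cells 1212. Of 200 genes changed in simulated counts, 57% were recovered, with 5 false calls.

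In late SLCs the test called 3899 of 16763 genes, 1555 higher and 2344 lower than in Sertoli cells. DESeq2 called 4008, but with 56.7% of them higher in SLCs instead of 39.9%, its scaling moving the median log2 fold change by 0.13. Equal numbers of cells moved the count most, to 2163, and single libraries left out gave 2984 to 3671. Simulated counts gave 59% recovered and 19 false calls, with a median error of the log2 fold change of -0.17 by edgeR and 0.01 by DESeq2, so edgeR's fold changes ran low there and the shares higher and lower depend on the scaling. Between early and late SLCs 858 called genes were shared, 802 of them in the same direction.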

We observed a large number of differentially expressed genes (DEGs) both at E11.5 (560 genes) and at later stages (814 genes; Fig. 2K). Genes overexpressed in XY SLCs were linked with Gene Ontology (GO) terms such as the “BMP pathway,” “mesonephric tubule development,” and “regulation of TGFβ stimulus,” suggesting that although these cells do not originate from mesonephric tubules, they share some common transcriptomic features. Among the DEGs overexpressed in XY SLCs, we find SLC lineage markers such as *Pax8*, *Ncam1*, *Tbx2*, and *Ennp2*, but also genes of the WNT/β-catenin signaling pathway such as *Wnt4*, *Lef1*, *Nkd1*, and the transcription factor *Nr0b1* (*Dax1*). Similarly, *Bmp4* and the *Id1*, *Id2*, and *Id3* genes, targets of the BMP pathway, are also overexpressed in XY SLCs consistent with the GO term “BMP pathway.” 

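All 560 genes of the paper's list for E11.5 moved in the listed direction here, and 428 (76.4%) were called. For later stages 810 of 814 listed genes did, and 706 (86.7%) were called. In early SLCs, levels (SD, n = 2) were 123 ± 34.2 against 10.2 ± 1.88 CPM of presupporting cells for Pax8, 567 ± 53.9 against 62.4 ± 2.14 for Ncam1 (chromosome 9, 49502136 to 49798925), whose exons overlap Gm11149, 89.5 ± 6.54 against 9.59 ± 0.771 for Enpp2 (chromosome 15, 54838901 to 54952892), 415 ± 132 against 68.3 ± 0.369 for Wnt4 (chromosome 4, 137277489 to 137299726) and 91.3 ± 8.16 against 33.9 ± 1.82 for Nkd1 (chromosome 8, 88521354 to 88594884). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called them, in the same direction in both replicates, with Pax8 (log2 fold change 3.598, SE 0.25, adjusted p = 1.4e-04), Ncam1 (3.18, SE 0.18, adjusted p = 5.2e-05), Enpp2 (3.23, SE 0.17, adjusted p = 4.0e-05), Wnt4 (2.60, SE 0.32, adjusted p = 0.00129) and Nkd1 (1.42, SE 0.25, adjusted p = 0.00621). Not called by this edgeR test were Tbx2 (chromosome 11, 85832551 to 85841948) at log2 fold change 1.31 (SE 0.38, adjusted p = 0.0597), Lef1 (chromosome 3, 131110471 to 131224356), which overlaps Gm43352, at 0.66 (SE 0.20, adjusted p = 0.0641) and Nr0b1 (chromosome X, 86191764 to 86195947) at -0.11 (SE 0.26, adjusted p = 0.842). Tbx2 and Lef1 were called with the library as a block, and Tbx2 also by DESeq2, without the filter on low counts, with equal numbers of cells and without the highest doublet scores.

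In late SLCs all of these genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (SD, n = 6). By edgeR, the levels were 120.1 ± 49.2 against 0.765 ± 0.210 in Sertoli cells for Pax8 (log2 fold change 7.16, SE 0.26, adjusted p = 3.0e-14), 635 ± 123 against 45.5 ± 8.76 for Ncam1 (3.80, SE 0.22, adjusted p = 1.1e-10) and 28.3 ± 14.7 against 2.75 ± 1.53 for Lef1 (3.18, SE 0.36, adjusted p = 6.5e-07). By the same edgeR test, Nkd1 (2.72, SE 0.23, adjusted p = 1.6e-08), Nr0b1 (2.21, SE 0.32, adjusted p = 1.9e-05) and Tbx2 (2.02, SE 0.33, adjusted p = 8.8e-05) were higher in every library, while Enpp2 (2.17, SE 0.46, adjusted p = 0.00124) and Wnt4 (2.23, SE 0.64, adjusted p = 0.0133) were higher on average but not in every pair of libraries. Wnt4 was called in 3 of 6 tests with a library left out.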

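Bmp4 (chromosome 14, 46383520 to 46390669), whose exons overlap Gm15217, stood at 50.7 ± 4.69 against 18.6 ± 1.55 CPM in early SLCs and presupporting cells (SD, n = 2) and at 86.8 ± 29.9 against 3.97 ± 0.916 in late SLCs and Sertoli cells (SD, n = 6). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave log2 fold changes of 1.45 (SE 0.19, adjusted p = 0.00194) and 4.39 (SE 0.30, adjusted p = 7.9e-10). Id1 (chromosome 2, 152736251 to 152737410), Id2 (chromosome 12, 25093799 to 25097140) and Id3 (chromosome 4, 136143497 to 136145755) were at 185 ± 99.8 against 61.3 ± 0.703, 618 ± 129 against 195 ± 39.8 and 685 ± 392.2 against 215 ± 30.5 at E11.5. By edgeR's test they rose with Id1 (log2 fold change 1.58, SE 0.35, adjusted p = 0.0219), Id2 (1.66, SE 0.24, adjusted p = 0.00306) and Id3 (1.67, SE 0.40, adjusted p = 0.0286). At later stages the same edgeR test gave Id1 (2.20, SE 0.33, adjusted p = 3.2e-05), Id2 (2.09, SE 0.22, adjusted p = 2.7e-07) and Id3 (1.78, SE 0.29, adjusted p = 8.4e-05). Each kept its direction in every pair of libraries, and each was also called by DESeq2. Without a replicate, Id3 and Bmp4 were called at E11.5 in neither of 2 tests.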

As expected, genes overexpressed in the supporting cell lineage were associated with terms associated with “male gonad development” (see data file S1 for more details on DEGs and GO biological processes enrichment analysis) and include classical Sertoli cell markers such as *Amh*, *Ptgds*, *Tesc*, *Mmd2*, *Nedd9*, *Mro*, *Dhh*, and *Cst8*. 

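Early SLCs had lower levels than presupporting cells (SD, n = 2) of Ptgds (chromosome 2, 25466709 to 25470046) at 4.21 ± 0.575 against 51.7 ± 10.1, Tesc (chromosome 5, 118027743 to 118061878) at 2.60 ± 1.22 against 47.4 ± 3.51, Mro (chromosome 18, 73859385 to 73881333) at 13.9 ± 0.886 against 61.5 ± 7.73 and Cst8 (chromosome 2, 148798785 to 148805595) at 17.6 ± 1.32 against 138 ± 25.3 CPM. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called them in both replicates, with Ptgds (log2 fold change -3.64, SE 0.66, adjusted p = 0.00799), Tesc (-4.09, SE 0.62, adjusted p = 0.00369), Mro (-2.13, SE 0.36, adjusted p = 0.00539) and Cst8 (-2.98, SE 0.22, adjusted p = 1.7e-04). edgeR did not call Amh (log2 fold change -2.70, SE 0.93, adjusted p = 0.103), Mmd2 (chromosome 5, 142562358 to 142608800) (-1.15, SE 0.39, adjusted p = 0.0976), Nedd9 (chromosome 13, 41309581 to 41487362) (-0.76, SE 0.26, adjusted p = 0.105) or Dhh (chromosome 15, 98891152 to 98898540), which shares exons with Rhebl1 (-2.93, SE 0.95, adjusted p = 0.0855), all lower in both replicates. All of these were called with the library as a block and without the filter on low counts, Mmd2 also with equal numbers of cells and Dhh also by DESeq2. Of the 20 genes the paper names for this comparison, edgeR called 13 over all genes and 19 adjusted over the list alone. The study chose the list on these samples, so it is not independent evidence.

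In late SLCs the test called all 20 either way. Late levels (SD, n = 6) were 47.5 ± 6.07 against 612 ± 275 in Sertoli cells for Amh, 65.8 ± 24.1 against 1073 ± 194 for Ptgds, 57.7 ± 25.5 against 622 ± 108 for Tesc, 56.3 ± 35.1 against 113 ± 21.8 for Mmd2, 13.001 ± 8.64 against 229 ± 32.2 for Mro and 22.1 ± 14.6 against 276 ± 192 for Cst8. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment all fell in every library: Amh (log2 fold change -3.62, SE 0.32, adjusted p = 2.2e-08), Ptgds (-4.07, SE 0.26, adjusted p = 4.3e-10), Tesc (-3.44, SE 0.24, adjusted p = 8.9e-10), Mmd2 (-1.23, SE 0.26, adjusted p = 0.00111), Nedd9 (-1.01, SE 0.20, adjusted p = 6.3e-04), Mro (-3.93, SE 0.30, adjusted p = 2.8e-09), Dhh (-2.96, SE 0.28, adjusted p = 1.4e-07) and Cst8 (-3.59, SE 0.31, adjusted p = 2.0e-08).

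Outside the named genes, the largest rises in early SLCs were Eya2 (chromosome 2, 165595032 to 165771727), 4.97 ± 1.15 against 0.0694 ± 0.00187, and Sprr2g (chromosome 3, 92373915 to 92375229), of a gene family with similar sequences, 17.6 ± 4.48 against 0.264 ± 0.277 CPM (SD, n = 2). The largest falls were Prss43 (chromosome 9, 110826690 to 110831839) and Wfdc18 (chromosome 11, 83709015 to 83711348), at 11.7 ± 0.690 and 8.97 ± 1.91 in presupporting cells and without a UMI in SLCs. In late SLCs the largest rise beside Pax8 was Rnase12 (chromosome 14, 51056698 to 51057661), 15.2 ± 9.54 against 0.0696 ± 0.0932 (SD, n = 6), and the largest falls were Clec12b (chromosome 6, 129375515 to 129385874) and Miox (chromosome 15, 89334398 to 89337015), at 11.8 ± 3.21 and 12.6 ± 6.76 in Sertoli cells and without a UMI in SLCs.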

Overall, our lineage tracing reconstruction is consistent with a coelomic origin of the SLCs that subsequently adopt a developmental trajectory independent of the supporting cell lineage before or around the time of sex determination (Fig. 2D).

### XX SLCs are already specified by E11.5 and contribute to the pool of pregranulosa cells

To characterize the specification and fate of SLCs in the developing ovaries, we used the PAGA algorithm to generate a consolidated lineage graph that includes all the nine XX cell clusters between E10.5 and E16.5 expressing *Nr5a1*, *Gata4*, and *Wt1* (i.e., clusters #5, #6, #7, #8, #11, #15, #16, #18, and #19; see Figs. 1, D to H, and 2L). Because of the existence of distinct populations of pregranulosa cells, as well as cellular heterogeneity in the precursors of the granulosa cell lineage (*31*, *32*), the resulting PAGA graph is more complex than its testicular counterpart. Nevertheless, we observed three different cell lineages originating from CE-derived progenitors (clusters #18 and #16; Fig. 2, L to O): the gonadal SE cells that expresses the *Upk3b* marker gene (cluster #8; Fig. 2, L to O and P); the supporting cell lineage sequentially expressing *Foxl2* and *Lgr5* during the process of pregranulosa cell differentiation (clusters #15, #11, #5, and #19; Fig. 2, L to O, Q, and R); and the SLC lineage expressing *Pax8* and *Wnt4* (clusters #7 and #6; Fig. 2, L to O, S, and T). 

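In XX cells, Upk3b averaged 0.427 ± 0.0958 log-normalized counts in the CE at E10.5 and 0.477 ± 0.135 at E11.5, and 1.03 ± 0.135, 1.16 ± 0.0108 and 1.39 ± 0.481 in the surface epithelium of E12.5, E13.5 and E16.5 (SD, n = 2 libraries each). Foxl2 (chromosome 9, 98955288 to 98958543), whose exons overlap Foxl2os, had 0 UMIs in 742 CE cells of E10.5, which allows a share of up to 0.404% of cells with a UMI and sets no limit on cells expressing it. It was 0.0185 ± 0.0156 in presupporting cells and 0.248 ± 0.00145, 0.349 ± 0.0979 and 0.722 ± 0.450 in pregranulosa cells. Lgr5 (chromosome 10, 115450311 to 115587780) was 0.0477 ± 0.0222 in presupporting cells and 0.336 ± 0.0237, 0.405 ± 0.0767 and 0.663 ± 0.106 in pregranulosa cells, with 0.190, 0.294 and 0.170 in the surface epithelium.

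In SLCs of E11.5, E12.5 and E13.5, Foxl2 was 0.00284, 0.223 ± 0.0265 and 0.396 ± 0.0448 and Lgr5 0.0014, 0.0315 and 0.0285. Sox9 fell in these cells from 0.882 ± 0.159 to 0.539 ± 0.0770 and 0.282 ± 0.0473 (SD, n = 2). The paper states the lineages from these markers.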

As for their male counterpart, the XX SLCs are already specified by E11.5 (cluster #7). In respect of *Pax8* gene, it also appears transiently expressed in 5% of XX presupporting cells at E11.5 (threshold defined as 0.5 log-normalized counts; see table S1 and Fig. 2T), suggesting that it is not specific to SLCs in the developing gonad. 

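In the XX libraries of E11.5, 49 of 959 presupporting cells lay above 0.5 log-normalized counts of Pax8, or 5.11% (95% interval 3.80 to 6.70%), with 5.199% in replicate 1 and 4.97% in replicate 2. A UMI was found in 15.6% of them (median 24868 UMIs). In germ, endothelial, immune and erythroid cells 1.08% (5 of 463; median 35608 UMIs) lay above the threshold, and 10.6% had a UMI. Thinned to 3000 UMIs, 2.71% of presupporting cells kept one. The level was 10.6 CPM, against 3.42 in the reference types. Mesonephric mesenchyme of these libraries had 6.46% above the threshold, 2.85% with a UMI after thinning and 11.2 CPM. In the CE these values were lower, at 2.39%, 0.844% and 3.44 CPM. The paper proposes that Pax8 is not specific to SLCs.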

Cell cycle analysis revealed that CE and SE cells are highly proliferative, whereas late SLCs are in a quiescent phase (Fig. 2U). 

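XX cells of the CE were in G1 in 38.3% (95% interval 35.8 to 40.9%; median 22650 UMIs) and those of the surface epithelium in 47.6% (median 16328). Presupporting cells were in G1 in 79.1%, pregranulosa cells in 94.004%, early SLCs in 91.2% (85.9 to 95.007%; median 15985) and late SLCs in 98.3% (96.9 to 99.2%; median 11470.5). Thinned to 3000 UMIs, these shares were 37.8, 47.2, 76.8, 92.1, 91.8 and 97.8%. The library with the lowest share of late SLCs in G1, 28.6%, was E16.5 XX replicate 1 with its 7 cells. The paper reads the phases as proliferation in the epithelium and quiescence in late SLCs.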

PAGA analysis showed strong connections between pregranulosa cells (clusters #11, #5, and #19) and cells from the SE (cluster #8) as well as late SLCs (cluster #6; Fig. 2L). Similarly, in the UMAP representations, the SE cluster (#8) showed a continuous connection with *Lgr5*-expressing pregranulosa cells, while the late SLCs were connected to *Foxl2*-expressing pregranulosa cells (Fig. 2, M, R, and Q). It is therefore likely that pregranulosa cells are derived from multiple sources of progenitors, as recently described (*33*). Our transcriptomic data suggest that pregranulosa cells initially derived from presupporting cells around E12.5 (cluster #15), while at later stages, both SE cells (cluster #8) and late SLCs (cluster #6) may contribute to the pregranulosa cell pool.

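In XX libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 991 genes between early SLCs and presupporting cells of E11.5 (n = 2 each), 440 higher and 551 lower in SLCs. The count was 93 without E11.5 XX replicate 1 and 385 without E11.5 XX replicate 2. It was 2461 with the library as a block, 675 with equal numbers of cells and 1149 with DESeq2. For late SLCs (n = 5) and pregranulosa cells (n = 6), with stage in the model, the same test called 1165 genes, 553 higher and 612 lower. Left-out libraries gave 714 to 1427, the lowest values being 714 without E12.5 XX replicate 1 and 757 without E12.5 XX replicate 2. DESeq2 called 1481, of which 57.2% were higher in SLCs instead of 47.5%. Equal numbers of cells gave 735 and the library block 1303.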

Differential expression analysis between XX SLCs and the supporting lineage revealed that the set of DEGs is considerably smaller compared with XY SLCs and Sertoli cells, both at E11.5 (450 genes) and at later stages (305 genes; Fig. 2V). This confirmed that XX and XY SLCs are transcriptionally closer to pregranulosa cells than to Sertoli cells (compare Fig. 2, K and V). 

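Of the genes on the paper's XX lists, all 450 for E11.5 and 300 of 305 for later stages moved in the listed direction, and 341 (75.8%) and 208 (68.2%) were called. Early SLCs of XY and XX shared 748 called genes, 744 in the same direction, and late SLCs 628, of which 524 were in the same direction. The difference of the fold changes between XY and XX was also tested. For early SLCs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes, with 609 at an unadjusted p below 0.05, and DESeq2 called 27. That fit leaves out the pairing of the SLC and presupporting sums by library, and with the library as a block, chosen after seeing the data, edgeR called 79 genes, 11 with a higher and 68 with a lower log2 fold change in XY than in XX. For late SLCs the fit without the block called 1445, 702 with a higher and 743 with a lower log2 fold change in XY, while DESeq2 called 2056, 1134 higher and 922 lower.

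Late SLCs were also correlated with supporting cells library by library (mean Spearman rho of 4 pairs). XX SLCs stood at 0.886 with Sertoli and 0.931 with pregranulosa cells at E12.5 and at 0.859 and 0.929 at E13.5. For XY SLCs these were 0.893 and 0.895 at E12.5, 0.872 and 0.845 at E13.5, and 0.821 and 0.800 at E16.5. Cells of the other sex come from other libraries, at E13.5 also of other dates. From the smaller number of genes in XX the paper concludes that XX and XY SLCs are both closer to pregranulosa cells.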

Genes overexpressed in XX SLCs were linked with terms such as “response to BMP,” “negative regulation of growth factor stimulus,” and “mesonephric tubule development.” It includes not only SLC marker genes such as *Pax8*, *Ncam1*, *Tbx2*, and *Ennp2* but also the protestis factor *Sox9* as well as genes of the WNT/β-catenin signaling pathway such as *Wnt4*, *Lef1*, and *Nkd1*, and the BMP responding genes *Id1*, *Id2*, and *Id3*. 

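In early XX SLCs (SD, n = 2), levels were 123 ± 24.0 against 10.7 ± 0.820 CPM of presupporting cells for Pax8, 465 ± 82.8 against 65.6 ± 1.70 for Ncam1, 72.1 ± 3.77 against 5.96 ± 0.865 for Enpp2, 180.2 ± 42.5 against 75.6 ± 0.0587 for Sox9, 434 ± 166 against 172 ± 44.3 for Wnt4 and 83.5 ± 4.34 against 27.3 ± 10.9 for Nkd1. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called each, in the same direction in both replicates: Pax8 (log2 fold change 3.51, SE 0.25, adjusted p = 2.0e-04), Ncam1 (2.82, SE 0.18, adjusted p = 1.4e-04), Enpp2 (3.604, SE 0.19, adjusted p = 5.1e-05), Sox9 (1.25, SE 0.28, adjusted p = 0.0310), Wnt4 (1.33, SE 0.30, adjusted p = 0.0326) and Nkd1 (1.62, SE 0.26, adjusted p = 0.00603). By the same edgeR test Id2 (1.56, SE 0.24, adjusted p = 0.00575) and Id3 (1.77, SE 0.40, adjusted p = 0.0317) were called as well, and Sox9, Wnt4 and Id3 were lost whenever a replicate was left out. Not called by edgeR were Tbx2 (1.27, SE 0.39, adjusted p = 0.0922), Id1 (1.09, SE 0.36, adjusted p = 0.119) and Lef1 (0.17, SE 0.19, adjusted p = 0.713), the last of which did not keep its direction. Tbx2 and Id1 were called with the library as a block, and Tbx2 by DESeq2.

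In late XX SLCs (n = 5, against 6 of pregranulosa cells), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called Pax8 (log2 fold change 4.74, SE 0.23, adjusted p = 6.3e-12) at 107 ± 41.9 against 4.15 ± 1.64, Ncam1 (3.21, SE 0.24, adjusted p = 1.2e-08) at 257 ± 68.4 against 29.1 ± 8.84 and Tbx2 (3.09, SE 0.35, adjusted p = 2.9e-06) at 59.96 ± 16.51 against 7.90 ± 3.34 in every library. By the same edgeR test Sox9 (1.42, SE 0.26, adjusted p = 0.00117) and Nkd1 (0.84, SE 0.22, adjusted p = 0.0174) were called without keeping their direction in every pair. Enpp2 at log2 fold change 1.38 was not called by edgeR (adjusted p = 0.0526) but was with the library as a block and in 6 other planned settings, though not by DESeq2. No setting called Wnt4 (log2 fold change 0.25, SE 0.60), Lef1 (0.16, SE 0.27), Id1 (-0.01, SE 0.34), or Id2 (-0.08, SE 0.23), while Id3 (0.33, SE 0.32) was called only where the 7 SLCs of E16.5 XX replicate 1 were left out. The largest rises were Wscd2 (chromosome 5, 113490333 to 113589725), 13.1 ± 6.17 against 0.361 ± 0.0899, and 4930426D05Rik (chromosome 18, 21651448 to 21656105), 20.2 ± 4.52 against 0.879 ± 0.915, whose exons overlap those of Klhl14. The paper states the SLC genes of both sexes from these lists.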

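Lhx9 (chromosome 1, 138825186 to 138848577) stood at 37.9 ± 2.06 against 372 ± 20.9 CPM in early XX SLCs and presupporting cells, Irx3 (chromosome 8, 91798525 to 91802067), which overlaps Irx3os, at 1.33 ± 0.905 against 20.3 ± 7.36 and Bmp2 (chromosome 2, 133552159 to 133562885) at 18.2 ± 4.40 against 124 ± 24.9 (SD, n = 2). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called these falls, seen in both replicates: Lhx9 (log2 fold change -3.29, SE 0.25, adjusted p = 2.3e-04), Irx3 (-3.91, SE 0.53, adjusted p = 0.00327) and Bmp2 (-2.77, SE 0.29, adjusted p = 9.9e-04). edgeR did not call Fst (chromosome 13, 114452290 to 114458951), at log2 fold change -1.99 (SE 0.52, adjusted p = 0.0562), or Lgr5, at -4.13 (SE 1.07, adjusted p = 0.0522). Both were called with the library as a block, without the filter on low counts, with equal numbers of cells and without the highest doublet scores, and Fst also by DESeq2.

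In late SLCs (n = 5) against pregranulosa cells (n = 6), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called falls, seen in every library, of Lhx9 (log2 fold change -3.07, SE 0.33, adjusted p = 1.3e-06), Irx3 (-2.44, SE 0.40, adjusted p = 3.3e-04), Bmp2 (-3.32, SE 0.31, adjusted p = 1.9e-07) and Lgr5 (-3.44, SE 0.29, adjusted p = 7.5e-08). Fst (-0.92, SE 0.37, adjusted p = 0.171 by edgeR) was called only without the filter on low counts. Of the 16 genes named for these comparisons, edgeR called 11 in early SLCs over all genes and 15 adjusted over the list alone, and in late SLCs 9 and 11 adjusted over the list alone. The study chose the list on these samples, so it is not independent evidence.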

As expected, genes overexpressed in the pregranulosa cell lineage were associated with terms such as “female gonad development” and include genes such as *Lhx9*, *Fst*, *Irx3*, *Bmp2*, and *Lgr5* (see data file S2 for more details on DEGs and GO biological processes enrichment analysis). Overall, our lineage tracing reconstruction suggests that XX SLCs adopt a developmental trajectory independent of the supporting lineage before or around the time of sex determination and may also contribute to the pool of pregranulosa cells (Fig. 2O).

### SLCs are specified at E10.5 and become gradually sexually dimorphic from E12.5

Having shown that both XY and XX SLCs adopt a developmental trajectory that is independent from the supporting cell lineage, we next aimed to identify their origin and specification at E10.5. We also examined the emergence of sexual dimorphism in the SLC lineage as the XY and XX SLCs progress through gonadal development. To this end, we selected cells annotated as CE (clusters #16 and #18), presupporting (cluster #15), SLCs (clusters #6 and #7), mesonephric mesenchyme (clusters #0, #2, #10, and #12), and mesonephric tubules (clusters #23, #30, and #37) and used the PAGA algorithm to generate a consolidated lineage (Fig. 1, D to H). Applying a Leiden clustering with high resolution to this new subset of the data, we obtained 27 small clusters (Fig. 3A). At E10.5, only cluster #5 expresses the two classical CE-derived markers, *Gata4* and *Nr5a1*. However, this cluster #5 showed a heterogeneous expression profile for *Pax8*, and we were able to subdivide it into two subclusters #5.0 and #5.1 negative and positive for *Pax8*, respectively (Fig. 3, A to C). 

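The table deposited with the counts does not give the subclusters of this cluster 5, so the E10.5 CE was split anew. Cluster 5 of that table belongs to the first clustering and is another group, from which 223 of 224 XX SLCs of E13.5 came. Of 2335 CE cells of E10.5, 1736 had a UMI of Gata4 or Nr5a1. Pax8 was found with at least 1 UMI in 336 of these, or 19.4% (95% interval 17.5 to 21.3%; median 24849.5 UMIs per cell). In germ, endothelial, immune and erythroid cells the share was 9.17% (31 of 338; 6.32 to 12.8%; median 40341). Above 0.5 log-normalized counts these shares were 8.53% and 0.296%, and after thinning to 3000 UMIs 4.49% and 0.592%. Libraries held 9.28% (9 of 97) and 15.5% (76 of 490) in XX, and 23.0% (129 of 560) and 20.7% (122 of 589) in XY, for replicates 1 and 2. The reference types of these libraries held 12.0, 8.51, 12.6 and 4.92%, so the share of E10.5 XX replicate 1 was not above its own reference. In that library 0 of 97 CE cells kept a UMI after thinning, while 5.15% of CE and 0% of reference cells lay above 0.5. The level of Pax8 was 14.5 CPM against 3.08 in the reference types. Over all 2335 CE cells of this stage, with or without these markers, the Pax8 values were higher. A UMI was found in 543 of them (23.3%), 10.49% lay above 0.5, 5.44% kept one after thinning, and the level was 17.5 CPM. Pax8 was thus found more often in CE cells without a UMI of Gata4 or Nr5a1 than in those with one. At E11.5, 4.53% of CE cells with a UMI of Gata4 or Nr5a1 had one of Pax8.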

Our PAGA graph indicated that subcluster #5.1 is highly connected to the early (#25) and late (#21) SLC clusters (Fig. 3A). While cells from subcluster #5.0 expressed classical CE-derived markers such as *Gata4* and *Nr5a1*, they were, however, *Pax8* negative, therefore representing the canonical CE-derived progenitors. In contrast, cells from subcluster #5.1 expressed not only *Gata4* and *Nr5a1* but also *Pax8*, suggesting that they are in the process of transitioning toward the SLC lineage (see Fig. 3, B and C). 

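Cells with and without a UMI of Pax8 were summed per library (n = 4 each). The Pax8-positive sums held 9, 76, 129 and 122 cells and the Pax8-negative sums 88, 414, 431 and 467. Gata4 stood at 39.8 ± 12.49 against 84.0 ± 21.5 CPM and Nr5a1 at 95.1 ± 7.74 against 108 ± 6.25 (SD). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment neither was called: Gata4 (log2 fold change -1.001, SE 0.22, adjusted p = 0.0975) was lower in every library, while Nr5a1 (-0.16, SE 0.10, adjusted p = 0.913) did not keep its direction. DESeq2 and the tests with the library as a block, without the filter on low counts and with equal numbers of cells called the fall of Gata4. Pax8 defines the split, so no test of it is given. From the joint expression of the 3 genes the paper proposes that these cells move toward the SLC lineage.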

To better characterize the transcriptomic changes related to the specification of the SLC lineage at E10.5, we then investigated which genes were differentially expressed between the *Pax8*-expressing cells of the subcluster #5.1 and cells from subcluster #5.0. For this purpose, we retained only genes with a mean log fold change (LogFC) > 0.25 and a false discovery rate–adjusted *P* value <0.05 (data file S3). 

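Between Pax8-positive and Pax8-negative CE cells of E10.5, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 66 of 11850 genes, 46 higher and 20 lower in Pax8-positive cells. At an unadjusted p below 0.05 there were 861. The library as a block moved the count most, to 754, and DESeq2 called 136. By edgeR it was 0 without E10.5 XY replicate 2 (486 at an unadjusted p below 0.05) and 2 without E10.5 XX replicate 2. The other left-out libraries gave 53 and 88, and equal numbers of cells 39. Lhx9 was lower, 93.7 ± 36.7 against 314 ± 48.6 CPM (SD, n = 4), and was called by edgeR's test in every library (log2 fold change -1.73, SE 0.24, adjusted p = 0.00890). Upk3b at 47.4 ± 29.7 against 97.8 ± 23.8, Tcf21 (chromosome 10, 22817281 to 22820174) at 38.6 ± 11.7 against 71.5 ± 29.2 and Nr6a1 (chromosome 2, 38723370 to 38927688) at 264 ± 47.7 against 424 ± 87.4 were lower on average but not in every library. By edgeR they were not called: Upk3b (log2 fold change -0.84, SE 0.30, adjusted p = 0.425), Tcf21 (-0.99, SE 0.34, adjusted p = 0.375) and Nr6a1 (-0.69, SE 0.17, adjusted p = 0.141). All were called with the library as a block, Nr6a1 also by DESeq2, and Tcf21 and Nr6a1 without E10.5 XY replicate 1.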

Among the 96 genes differentially expressed, we found 51 genes down-regulated in the subcluster #5.1, including not only the CE markers *Lhx9* and *Upk3b* but also genes such as *Gata4*, *Tcf21*, and *Nr6a1*. In addition, we observed 45 up-regulated genes including marker genes of the SLC lineage such as *Pax8*, *Sfrp1*, and *Enpp2* as well as genes known to be involved in the process of gonadal determination such as *Nr0b1*, *Sox9*, and *Wnt4*, as well as *Igf1* and *Igf2*. These results indicate that the SLC lineage specification is initiated as early as E10.5 in a subset of CE-derived progenitors, with the latter rapidly acquiring SLC transcriptomic markers such as *Pax8*, *Sfrp1*, and *Enpp2*.

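Enpp2 was higher in Pax8-positive cells, 21.7 ± 9.12 against 8.65 ± 0.944 CPM, and so was Wnt4, 114 ± 33.9 against 35.4 ± 10.47 (SD, n = 4). edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called both, in every library: Enpp2 (log2 fold change 1.48, SE 0.23, adjusted p = 0.0145) and Wnt4 (1.72, SE 0.23, adjusted p = 0.00732). edgeR did not call Sfrp1 (chromosome 8, 23411502 to 23449632) (log2 fold change 0.65, SE 0.20, adjusted p = 0.273), Nr0b1 (0.80, SE 0.30, adjusted p = 0.469), Sox9 (0.73, SE 0.20, adjusted p = 0.187), Igf1 (chromosome 10, 87858265 to 87937042) (0.86, SE 0.34, adjusted p = 0.512) or Igf2 (chromosome 7, 142650766 to 142666816), which overlaps Igf2os (0.15, SE 0.37, adjusted p = 1.000). Sfrp1, Nr0b1, Sox9 and Igf1 were called with the library as a block, and Sox9 also with a smallest sum of 20 cells, while Igf2 stayed below the fold threshold. Over the 13 genes named for this comparison, 3 were called over all genes and 11 adjusted over the list alone. The study chose the list on these samples, so it is not independent evidence.

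The largest rises were Klhl14 (chromosome 18, 21550377 to 21654718), whose exons overlap 4930426D05Rik, 5.52 ± 1.96 against 0.645 ± 0.209, and Bdnf (chromosome 2, 109674700 to 109727007), 8.59 ± 2.93 against 0.950 ± 0.641, and the largest falls Pcp4l1 (chromosome 1, 171173262 to 171196268), 3.18 ± 1.94 against 11.7 ± 1.95, and Tnnt2 (chromosome 1, 135836354 to 135852260), 2.35 ± 0.842 against 7.88 ± 2.02 CPM (SD, n = 4).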

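The E10.5 test splits cells by a gene counted in the same cells, and cells with more UMIs are more often found positive. In 200 genes changed in simulated counts, which hold no effects of library or date, it recovered 85%, with 7 false calls. Among its called genes 69.7% were higher in Pax8-positive cells, and among those of DESeq2 58.8%. No mesonephric cell of another type enters it, although mesonephric tubules of E10.5 had a UMI of Pax8 in 64.2% of XX and 63.5% of XY cells. From the genes that differ between the subclusters the paper concludes that SLC specification begins at E10.5 in part of the CE-derived progenitors.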

**Fig. 3.**
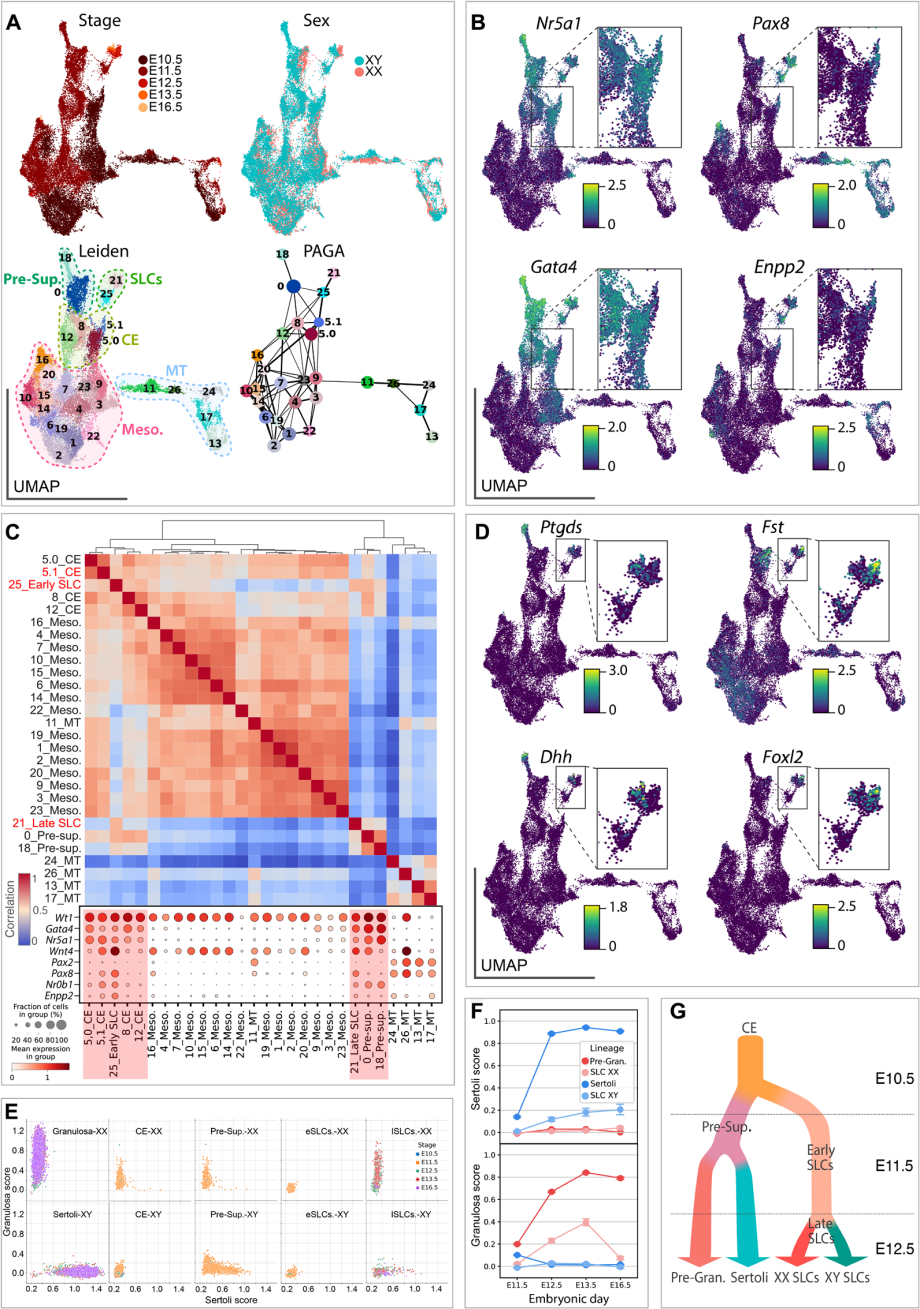
Sex-specific differentiation of XX and XY SLCs. (**A**) UMAP projection of SLC cell lineage colored by developmental stage, genetic sex, and annotation. Leiden clustering was applied to all cells, and a subclustering was applied to cluster #5, dividing it into two (#5.0 and #5.1). The fourth panel shows the PAGA graph representation where each node is a Leiden cluster, and the links between clusters represent confidence of relation between two clusters. (**B**) UMAP representation colored by expression levels (log-normalized counts) of CE-derived markers *Nr5a1* and *Gata4*, and SLC markers *Pax8* and *Enpp2*. (**C**) Heatmap showing correlation between transcriptomes of the different clusters. Populations were ordered using hierarchical clustering based on correlation (Spearman) distance of expression levels between cell populations. Dotplot representation of the expression of marker genes in each Leiden cluster. The size of the node represents the percentage of cells in the cluster expressing the gene, and the color indicates the level of expression (log-normalized counts). (**D**) UMAP representation colored by expression levels (log-normalized counts) of Sertoli cell markers *Ptgds* and *Dhh*, and granulosa cell markers *Fst* and *Foxl2*. (**E**) Scatterplots representing pregranulosa and Sertoli scores of individual cells using a LASSO model. A plot was generated for each cell type, and individual cells were colored by developmental stage. (**F**) Point plots showing pregranulosa and Sertoli cell scores in XX and XY SLC and supporting cells across time. (**G**) Schematic model of SLC and supporting lineage specification.

Initially, early XX and XY SLCs at E10.5 and E11.5 remain sexually undifferentiated and do not exhibit sexual dimorphism. 

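XX and XY SLCs of E11.5 were compared in sums of 2 libraries per sex. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 6 of 13052 genes, Xist, Ddx3y, Eif2s3y, Kdm5d, Uty and Tsix (chromosome X, 103431517 to 103484957). At an unadjusted p below 0.05 there were 181. DESeq2 called 4, the test without the filter on low counts 27, the largest change, and left-out libraries 2 to 7, the lowest being 2 without E11.5 XX replicate 1. Xist was at 1196 ± 366 against 38.0 ± 53.8 CPM in XX and XY, Ddx3y at 2.35 ± 3.32 against 119 ± 6.11, Eif2s3y at 1.34 ± 1.90 against 78.7 ± 9.68, Uty at 1.01 ± 1.42 against 21.4 ± 0.198 and Tsix, whose exons overlap Xist on the other strand, at 19.8 ± 11.9 against 0.808 ± 0.331 (SD, n = 2). By edgeR's quasi-likelihood test their log2 fold changes were 4.90 (SE 0.81, adjusted p = 0.0256), -5.59 (SE 0.49, adjusted p = 1.4e-05), -5.75 (SE 0.48, adjusted p = 6.8e-06), -4.27 (SE 0.75, adjusted p = 0.0431) and 4.37 (SE 0.65, adjusted p = 0.0162), in the direction of sex in both pairs. Kdm5d had no UMI in XX and 18.2 ± 5.12 in XY. Of the 21 genes named for XX and XY SLCs, 0 were called over all genes by edgeR and 0 adjusted over the list alone, with DESeq2 also calling 0. The study chose the list on these samples, so it is not independent evidence.

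Of 200 genes changed in simulated counts 41% were recovered, 67% of those changed 4-fold and 15% of those changed 2-fold, so a 2-fold difference would mostly be missed. In the supporting lineage of the same libraries the test called 289 genes, and 67, 172, 127 and 164 without E11.5 XX replicate 1, E11.5 XX replicate 2, E11.5 XY replicate 1 or E11.5 XY replicate 2. At E10.5 no cell was annotated as an SLC. The paper states that early SLCs lack sexual dimorphism.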

Sexual dimorphism in SLCs develops gradually from E12.5 onward with the up-regulation of Sertoli (e.g., *Ptgds* and *Dhh*) and pregranulosa (e.g., *Foxl2* and *Fst*) cell-specific markers in late SLCs (Fig. 3D). Moreover, XX and XY SLCs at E11.5 coexpress the pro-ovarian gene *Wnt4* and the protesticular gene *Sox9* at similar levels (fig. S3A), suggesting that both pathways may be active in early SLCs. This observation is consistent with whole-mount in situ hybridization revealing the presence of *Sox9* and *Wnt4* transcripts in the anterodorsal part of both E13.5 testis and ovary where the rete testis and rete ovarii are forming (see arrows in fig. S3B).

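edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 280 genes between XX and XY SLCs at E12.5, 125 higher and 155 lower in XX (n = 2 libraries per sex). DESeq2 called 182, the test without the filter on low counts 571, and the test with equal numbers of cells 110. Without E12.5 XX replicate 1 the count was 145, without E12.5 XX replicate 2 126, without E12.5 XY replicate 1 134 and without E12.5 XY replicate 2 159. At E13.5 it called 1959 genes, 795 higher and 1164 lower, with 977, 856, 1627 and 385 when E13.5 XX replicates 1 and 2 and E13.5 XY replicates 1 and 2 were left out. At this stage sex is confounded with library date. At E16.5 the 7 cells of 1 library are the only XX sum, so the spread among XX libraries was not measured there, and the 474 genes called, or 199 without E16.5 XY replicate 2, rest on taking it to be that of the other groups. Between E12.5 and E13.5 230 called genes were shared. In the supporting lineage 5683, 8997 and 6344 genes were called at these stages.

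Levels at E12.5 in XX and XY SLCs (SD, n = 2) were 7.73 ± 0.580 against 56.9 ± 12.3 CPM for Ptgds, 0.814 ± 1.15 against 19.4 ± 4.17 for Dhh, 36.6 ± 1.12 against 10.6 ± 2.30 for Foxl2 and 163 ± 61.3 against 10.7 ± 4.65 for Fst. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment these differed in all library pairs, with Ptgds (log2 fold change -2.81, SE 0.34, adjusted p = 8.3e-05), Dhh (-4.92, SE 0.86, adjusted p = 0.00297), Foxl2 (1.72, SE 0.39, adjusted p = 0.0229) and Fst (3.77, SE 0.41, adjusted p = 4.1e-05). Foxl2 was lost with any library left out and with DESeq2. At E13.5 the same edgeR test gave Ptgds (-2.97, SE 0.37, adjusted p = 3.2e-05), Dhh (-6.10, SE 0.93, adjusted p = 2.5e-04), Foxl2 (2.47, SE 0.42, adjusted p = 5.7e-04) and Fst (4.89, SE 0.48, adjusted p = 2.7e-06).

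Of the 21 named genes, 15 were called at E12.5 and 17 at E13.5 over all genes, and 19 and 18 adjusted over the list alone. The study chose the list on these samples, so it is not independent evidence. Among the largest differences of E12.5 beside Tsix were AY761185 (chromosome 8, 20943694 to 20944710), of a gene family with similar sequences, at 18.4 ± 5.06 in XX and without a UMI in XY, and Tox2 (chromosome 2, 163203125 to 163324170) at 20.1 ± 0.959 in XY and without a UMI in XX. At E13.5 they were Kcnip4 (chromosome 5, 48389502 to 49524907), whose exons overlap 5730480H06Rik, and 9630041A04Rik (chromosome 9, 101861841 to 101943228), whose exons overlap Gm29521, at 29.7 ± 12.6 and 22.5 ± 19.1 in XX alone, and Cnmd (chromosome 14, 79637690 to 79662170) and Ccl2 (chromosome 11, 82035571 to 82037453) at 64.0 ± 45.2 and 111 ± 143 in XY alone. At E16.5 they were Cldn4 (chromosome 5, 134945119 to 134946934) and Ehf (chromosome 2, 103263433 to 103303278) at 238 and 166 in the 7 XX cells, and Thbd (chromosome 2, 148404466 to 148408188) and Sct (chromosome 7, 141278330 to 141279133) at 187 ± 12.1 and 189.8 ± 47.6 in XY.

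Whether the difference between the sexes changed was tested as an interaction of sex and stage. From E11.5 to E12.5 edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 19 genes, 9 toward XX and 10 toward XY. The count was 5, 3, 8 and 9 without E11.5 XX replicate 1, E11.5 XX replicate 2, E11.5 XY replicate 1 or E11.5 XY replicate 2, and 10, 2, 2 and 10 without E12.5 XX replicate 1, E12.5 XX replicate 2, E12.5 XY replicate 1 or E12.5 XY replicate 2. From E11.5 to E13.5 the test called 505, and 304 without E11.5 XX replicate 1, 324 without E11.5 XY replicate 1, 312 without E11.5 XY replicate 2, 261 without E13.5 XX replicate 1, 252 without E13.5 XX replicate 2 and 154 without E13.5 XY replicate 2. From E12.5 to E13.5 it called 10, with 1468 at an unadjusted p below 0.05, and DESeq2 called 25. With equal numbers of cells edgeR called 0 there (882 at an unadjusted p below 0.05), and 0 without E13.5 XX replicate 2 (1127). Without E12.5 XX replicate 2, E12.5 XY replicate 1, E12.5 XY replicate 2, E13.5 XX replicate 1, E13.5 XY replicate 1 or E13.5 XY replicate 2 it was 4, 6, 34, 1, 6 and 4. The paper states a gradual dimorphism from E12.5.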

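In XX SLCs of E11.5, 135 of 172 cells had a UMI of both Wnt4 and Sox9, or 78.5% (95% interval 71.6 to 84.4%), with 85.7 and 71.6% in replicates 1 and 2. From the shares of each gene, 78.7% is what independent detection gives. In XY SLCs it was 215 of 290, or 74.1% (68.7 to 79.1%), with 72.4 and 75.4% in the replicates and 73.8% expected. Wnt4 stood at 444 ± 169.6 against 419.9 ± 134 and Sox9 at 183 ± 41.0 against 211 ± 2.60 TMM-normalized CPM in XX and XY (SD, n = 2). Neither was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at log2 fold changes of 0.08 (SE 0.36, adjusted p = 1.00) and -0.21 (SE 0.25, adjusted p = 1.00), and neither kept its direction in both pairs. From the joint expression the paper proposes that both pathways may be active.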

To better characterize how differentiating SLCs acquire their Sertoli or pregranulosa characteristics, we trained a LASSO model to determine a score based on the molecular signature of both cell types. 

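The LASSO coefficients of the paper's supplement were applied to the log-normalized counts of this matrix. All 167 genes of the Sertoli model (67 with positive and 100 with negative weight) and all 74 genes of the granulosa model (46 positive, 28 negative) were found by name. Scores are means per library of the cells of a type.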

We have identified a set of 167 and 74 genes that define the molecular signature of Sertoli and pregranulosa cells, respectively (see data file S4). According to this model, XY and XX progenitor cells of the CE exhibit low Sertoli and pregranulosa scores, consistent with their undifferentiated progenitor status (Fig. 3E). In contrast, and as expected, presupporting cells, Sertoli cells, and pregranulosa cells are characterized by increased Sertoli and pregranulosa scores. Similarly, from E12.5 onward, we observed a progressive increase in the Sertoli score for XY SLCs and a gradual increase in the granulosa score in XX SLC cells (Fig. 3F). 

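In the CE of E10.5 XX, E10.5 XY, E11.5 XX and E11.5 XY libraries, the Sertoli score was -0.0976, -0.100, -0.124 and -0.112 (means of 2 libraries). The granulosa score was 0.0756, 0.0435, 0.0966 and 0.0585. Presupporting cells of E11.5 had a granulosa score of 0.256 ± 0.0439 in XX and a Sertoli score of 0.0174 ± 0.0105 in XY (SD, n = 2).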

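Sertoli cells of XY libraries had a Sertoli score of 0.799 ± 0.0569 at E12.5, 0.835 ± 0.0141 at E13.5 and 0.802 ± 0.0159 at E16.5 (SD, n = 2). Pregranulosa cells of XX libraries had a granulosa score of 0.741 ± 0.0678, 0.904 ± 0.0135 and 0.857 ± 0.0141. The models were trained on cells of these libraries, so the scores of supporting cells are not independent evidence.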

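XY SLCs had a Sertoli score of -0.0982 ± 0.00851 at E11.5, 0.0105 ± 0.0108 at E12.5, 0.0738 ± 0.00614 at E13.5 and 0.0984 ± 0.0545 at E16.5 (SD, n = 2). Over the 8 libraries the score rose with stage by a two-sided exact permutation test of Pearson's correlation (r = 0.818, p = 0.0179, adjusted p = 0.0357 over both sexes, n = 8). Spearman's rho was 0.878. With each library left out r was 0.728 to 0.903, and without the 2 libraries farthest from the median stage it was 0.985.

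XX SLCs had a granulosa score of 0.0852 ± 0.00259, 0.301 ± 0.0471 and 0.458 ± 0.0125 from E11.5 to E13.5 (SD, n = 2) and 0.136 in the 7 cells of E16.5. The cells of E11.5 and E12.5 came from the authors' cluster 30 (172 of 172 and 347 of 348) and those of E13.5 from cluster 5 (223 of 224), so the step from E12.5 to E13.5 also crosses clusters. Over 7 libraries no trend was found by the two-sided exact permutation test (r = 0.146, p = 0.80, adjusted p = 0.80, n = 7; Spearman's rho 0.606). Without the 2 libraries farthest from the median stage, r was 0.982. Leaving out E16.5 moved it most, to 0.988, and leaving out E11.5 XX replicate 1 or 2 gave -0.0526 or -0.0579. Of the genes with positive weight, 58 of 67 in XY and 39 of 46 in XX were higher in SLCs at E13.5 than at E11.5. The paper states a progressive increase of the scores.

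**Figure D3:**
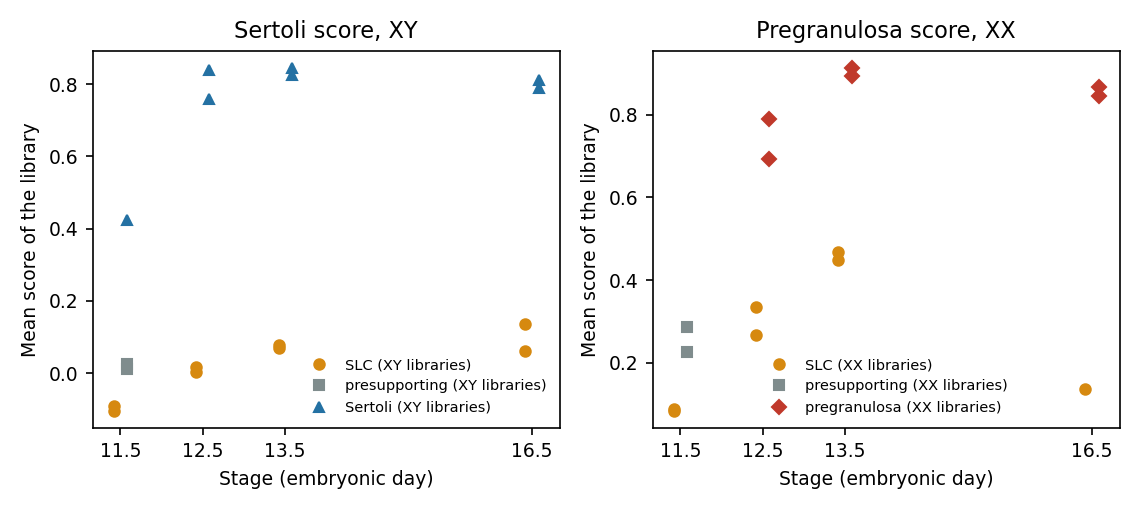
Mean LASSO score of each library (y axis) by stage (x axis) in SLCs and supporting cells. Each point is a library. The mean of the libraries reached 0.458 in XX SLCs at E13.5.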

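In XY SLCs, mean CPM from E11.5 to E12.5, E13.5 and E16.5 (SD, n = 2 libraries each) rose for Dhh from 2.31 to 18.7 ± 4.60, 29.0 ± 16.3 and 52.5 ± 4.55. Amh went from 4.16 to 48.9 ± 1.01, 55.8 ± 4.74 and 50.8 ± 7.04, and Ptgds from 4.22 to 54.7 ± 13.6, 55.3 ± 23.8 and 105 ± 9.10. For Tesc the values were 3.47, 55.2 ± 37.7, 55.2 ± 28.6 and 81.4 ± 30.4, for Aard (chromosome 15, 52040107 to 52045722) 10.8, 49.1 ± 3.26, 91.6 ± 35.5 and 343 ± 406, and for Nedd9 35.1 ± 8.23, 53.7 ± 12.0, 91.3 ± 15.3 and 125 ± 17.3. Cbln4 (chromosome 2, 172036233 to 172043466) rose from 2.26 to 18.1 ± 5.41 and then fell to 9.45 ± 8.42 and 2.14. Vnn1 (chromosome 10, 23894688 to 23905343) fell, from 78.0 ± 10.9 to 63.9 ± 12.9, 59.5 ± 9.90 and 46.5 ± 0.976. Pax8 stood at 125.5, 100.7, 92.5 and 206, and Ncam1 at 585 ± 67.9, 757 ± 96.9, 728 ± 29.6 and 604 ± 1.64.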

In-depth analysis indicated that late XY SLCs start to gradually express Sertoli-specific genes such as *Dhh*, *Amh*, *Ptgds*, *Aard*, *Tesc*, *Vnn1*, *Nedd9*, and *Cbln4*, while maintaining the expression of genes enriched in SLCs such as *Pax8* and *Ncam1* (fig. S4 and data file S5). Similarly, late XX SLCs gradually up-regulated classical granulosa markers, such as *Wnt4*, *Foxl2*, *Fst*, *Irx3*, and down-regulated *Sox9* while maintaining the expression of *Pax8* and *Ncam1*. 

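XX SLCs had 0.348, 34.9 ± 0.740 and 66.8 ± 6.83 CPM of Foxl2 at E11.5, E12.5 and E13.5 (SD, n = 2). Fst went from 16.4 to 156 ± 59.9 and 218 ± 19.9, and Irx3 from 1.36 to 97.6 ± 49.8 and 218 ± 79.7. Wnt4 fell, from 447 ± 173 to 359 ± 150 and 235 ± 55.2, and so did Sox9, from 184 ± 42.2 to 101 ± 8.79 and 50.9 ± 13.2. Pax8 fell from 125.7 to 106 and 72.6, and Ncam1 from 481 ± 91.6 to 301 ± 24.4 and 269 ± 4.58. In the 7 cells of E16.5 Foxl2, Fst and Wnt4 each stood at 8.69, Sox9 at 43.5, Pax8 at 183 and Ncam1 at 148, and Irx3 had no UMI.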

Although the increase in expression of Sertoli or granulosa markers in late XY and XX SLCs is substantial, it does not reach the expression levels present in the supporting cell line (fig. S4, B and C). 

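In Sertoli cells of E12.5, E13.5 and E16.5 (SD, n = 2), CPM were 251 ± 81.9, 200.3 and 166 ± 18.7 for Dhh, 687 ± 391, 392.2 ± 74.5 and 653 ± 311 for Amh, and 1012 ± 371, 899 ± 102 and 1122 ± 89.5 for Ptgds. Tesc stood at 592, 543 and 622, Vnn1 at 225, 199 and 139.8, Cbln4 at 104, 51.6 and 54.5, and Aard at 426 ± 34.3, 908 ± 243 and 848 ± 812. Every mean of XY SLCs was below these. Nedd9, at 141, 166 and 127 ± 11.2 in Sertoli cells, stood at 125 ± 17.3 in XY SLCs of E16.5.

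In pregranulosa cells, Irx3 stood at 448, 674 and 361, above every XX SLC value. Foxl2 was 34.8 ± 0.150 at E12.5 and 52.9 ± 14.9 at E13.5, and Fst 217 ± 13.8 at E13.5, levels that XX SLCs reached. Wnt4 was 182 ± 55.4 and 138 ± 23.5, below XX SLCs. At E16.5 pregranulosa cells had 171 ± 133 of Foxl2 and 246 ± 164 of Fst. The paper obtained early and late SLCs by reclustering clusters 5 and 30, its SLC cluster and pregranulosa cells. Of the XX SLCs of E13.5, 223 of 224 came from cluster 5, so their levels at E13.5 may follow from the annotation. The paper concludes that SLCs acquire a sex-specific profile without the levels of supporting cells.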

Overall, these results demonstrate that SLC lineage specification occurs around E10.5 and that the establishment of sexual dimorphism in the SLC lineage starts at E12.5 (Fig. 3G). Then, differentiating XY and XX SLCs gradually acquire a molecular signature similar to Sertoli and pregranulosa cells, respectively, reinforcing the possibility that SLCs have the capacity to differentiate into either of these cell types.

### SLCs arise in both XY and XX genital ridges at E11.0 and become restricted to either the rete testis or rete ovarii

To confirm the results obtained using scRNA-seq and to characterize the spatiotemporal localization of the SLC population during the process of gonadal development, we analyzed the expression of the SLC marker PAX8 by whole-mount IF of wild-type (WT) XX and XY genital ridges from E10.5 to E12.5. Our analysis revealed that a population of cells faintly expressing PAX8 and the gonadal somatic cell marker GATA4 at around E11.0 are present throughout the XX and XY genital ridge at the border between the gonad and the mesonephros (Fig. 4, A and B). These IF data were consistent with the identification of a small cluster of CE-derived gonadal cells expressing *Pax8* at E10.5 by scRNA-seq (Fig. 3, A and D). At early stages, the PAX8^+^ gonad/mesonephros border domain is adjacent to the mesonephric tubules, making it difficult to distinguish SLC PAX8 from mesonephric PAX8. However, PAX8 is generally expressed at higher levels in the mesonephric tubules than in the PAX8^+^/GATA4^+^ SLC presumptive rete progenitors. At E11.0, we also observed rare PAX8^+^/GATA4^+^/SOX9^+^ cells in the anterior part of the XY gonads (arrowhead in enlarged boxes of Fig. 4A). At E11.5, a portion of the PAX8^+^/GATA4^+^ population also expressed SOX9 in both XY and XX gonads (Fig. 4, C and D). Similar to Sertoli and pregranulosa cells, PAX8^+^/GATA4^+^ cells along the border of the gonad were NR2F2^−^. IF analysis of laminin subunit beta-1 (LAMB1) reveals that PAX8^+^/GATA4^+^ cells along the gonad/mesonephros border are associated with a basement membrane (Fig. 4, B and F). LAMB1 expression is continuous within the PAX8^+^/GATA4^−^ mesonephric tubules and the PAX8^−^/GATA4^+^ CE from E10.5 to E12.5.

**Fig. 4.**
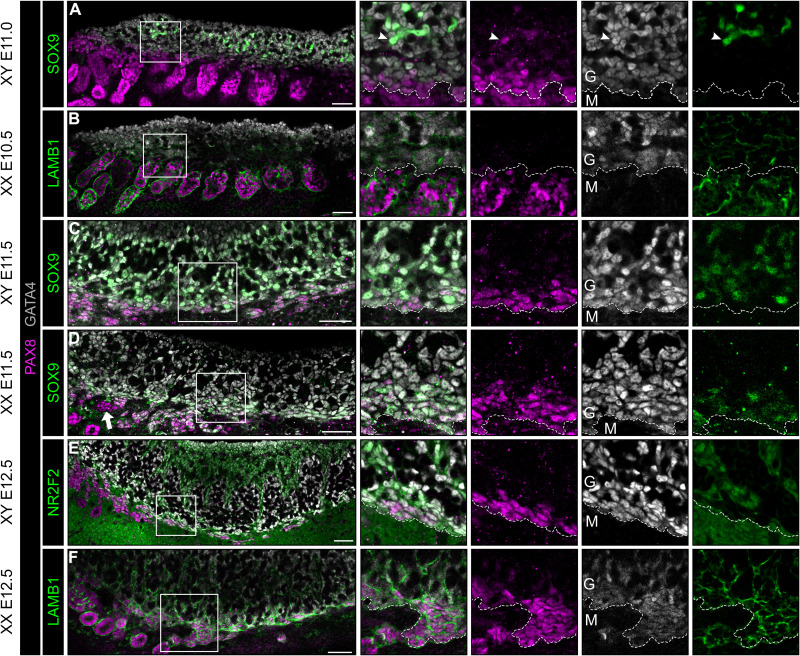
A population of gonadal cells expressing both GATA4 and PAX8 is present from E10.5 to E11.0 along the genital ridge next to the mesonephros. Whole-mount IF of XY (**A**, **C**, and **E**) and XX (**B**, **D**, and **F**) genital ridges at E10.5 (A), E11.0 (B), E11.5 (C and D), and E12.5 (E and F). Boxes in merged images indicate regions shown as isolated channels on right. The dotted line corresponds to the border that separates the GATA4^+^ cells of the genital ridge (G) from the mesonephric cells (M). LAMB1 is expressed in the basement membrane throughout the CE and mesonephric tubules. SOX9 overlaps with a subset of PAX8^+^/GATA4^+^ cells in XY and XX tissues at E11.5. NR2F2 is a marker of gonad interstitial cells and mesonephric mesenchyme. Arrowhead indicates SOX9^+^/PAX8^+^ cell within the XY gonad at E11.0. Arrow indicates PAX8^+^/GATA4^−^ cells adjacent in the region of the presumptive rete that are not within mesonephric tubules. Scale bars, 50 μm.

Overall, the PAX8 expression analysis was consistent with our scRNA-seq analysis. IF further revealed that SLC progenitor cells can be found at the border to the mesonephros in XY and XX genital ridges as early as E11.0 and that they contribute to the rete testis and rete ovarii, respectively.

### *Pax8*^+^ progenitors contribute to both rete testis/ovarii and to the pool of Sertoli and pregranulosa cells

To determine the fate of SLC progenitors and their spatiotemporal localization in the developing testis and ovary, we first used light-sheet fluorescence microscopy on cleared whole gonads to obtain a high-resolution tridimensional visualization of the urogenital system. The technique allowed us to examine the anatomical distribution of the targeted cells in the intact gonad by preserving the 3D information. The evaluation was carried out at E13.5 when the rete structure develops, at E16.5, and at birth (P0) when testis and ovary development is well underway and rete formation is completed (*15*). To this end, we labeled *Pax8*-expressing cells and all their derivatives as well as *Nr5a1*-expressing cells using a transgenic line *Pax8:Cre;Rosa26:tdTomato;Nr5a1:GFP* (*6*, *34*, *35*). In the developing testis (Fig. 5A), red fluorescent protein–positive (RFP^+^) cells were primarily clustered in the cranio-dorsal region of the gonad, corresponding to the rete testis. In addition, a small set of RFP^+^ cells were also observed scattered throughout the testis. Similarly, in the developing ovary (Fig. 5A), RFP^+^ cells were present along the anterodorsal region of the gonad near the mesonephros. The clustering in the anterior part is not as pronounced as in the testis. We also observed some RFP^+^ cells scattered within the developing ovary, although to a lesser extent than the male counterpart.

**Fig. 5.**
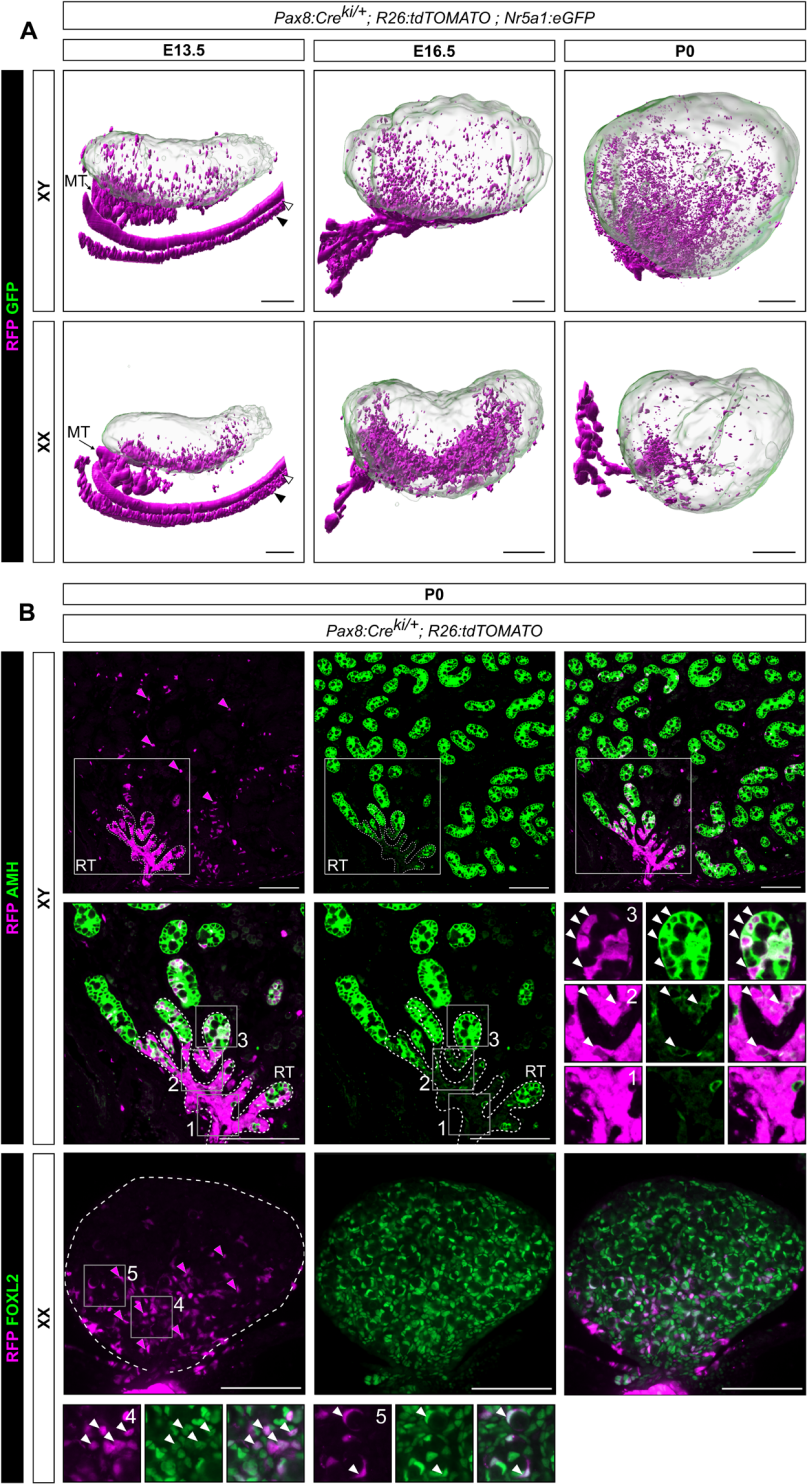
*Pax8*+ progenitors contribute to both rete testis/ovarii and the pool of Sertoli and pregranulosa cells. (**A**) 3D reconstructions of *Pax8:Cre;Rosa26:tdTomato;Nr5a1:GFP* testis and ovary at E13.5, E16.5, and P0. *Pax8^+^* cells are lineage-traced with RFP. Green fluorescent protein (GFP), expressed under the control of the *Nr5a1* promoter, is used to delineate gonadal cells. Note the presence of RFP^+^ cells close to the rete testis/ovarii but also throughout the gonads. White arrowhead indicates the Wolffian duct, and black arrowhead the Müllerian duct. (**B**) Double IF for RFP/AMH and RFP/FOXL2 respectively in XY and XX *Pax8:Cre;Rosa26:tdTomato;Nr5a1:GFP* mice at P0. Note the presence of RFP^+^ cells increases near the rete testis and rete ovarii. Cells in the rete testis are exclusively RFP^+^ and do not express AMH (inset 1). At the junction between the rete testis and the testis cords, low AMH expression is observed in some RFP^+^ cells (inset 2). RFP^+^/AMH^+^ cells are also present in testis cords (inset 3). Similarly, RFP^+^/FOXL2^+^ cells are present in pregranulosa cells of the developing ovary (inset 4), including in some primordial follicles (inset 5). Magenta arrows indicate RFP^+^ cells, and white arrows indicate RFP^+^/AMH^+^ or RFP^+^/FOXL2^+^ cells. MT, mesonephric tubules; RT, rete testis. Scale bars, 200 μm in (A) and 100 μm in (B).

Lineage tracing experiments using *Pax8:Cre;R26:tdTomato* transgenic animals at E13.5 and E16.5 coupled with IF for SOX9 in the testis and FOXL2 (granulosa cell marker) in the ovary revealed that RFP^+^/SOX9^+^ and RFP^+^/FOXL2^+^ cells are predominantly localized in the cranio-dorsal region of the gonad where the rete develops (fig. S5). We also observed some Sertoli and pregranulosa cells expressing RFP, indicating that *Pax8*-expressing cells contribute also to supporting cells.

To better characterize the ability of *Pax8*-expressing cells to differentiate into rete cells and supporting cells in XX and XY embryos, testes and ovaries of *Pax8:Cre;R26:tdTomato* transgenic animals were analyzed by IF for RFP and AMH (Sertoli cell marker) or FOXL2 (granulosa cell marker) at P0. In the testis, RFP^+^ cells were mainly detected in the rete, but a notable number of positive cells were also identified in testis cords (Fig. 5B). In the rete testis, RFP^+^ cells are mostly AMH^−^ (Fig. 5B and inset 1), while at the interface between the rete testis and the testis cords, some RFP^+^ cells express AMH at a low level (Fig. 5B and inset 2), suggesting that they are Sertoli cells derived from *Pax8*^+^ SLC progenitors. Notably, we found that in testis cords, Sertoli cells double positive for RFP and AMH are distributed in a gradient (Fig. 5B and inset 3), with the proportion of doubly positive cells being higher near the rete testis. Double IF analysis revealed that 9.8% of all AMH^+^ Sertoli cells coexpress RFP (1106 double AMH^+^/RFP^+^ cells and 10,165 AMH^+^/RFP^−^ cells). Last, to determine whether *Pax8*-expressing cells give rise to other cell types in the developing testis, we evaluated the coexpression of RFP^+^ with HSD3B, a marker of Leydig cells; ACTA2 (also called αSMA), a marker of peritubular myoid cells and vascular smooth muscle cells; ARX, a specific marker of steroidogenic progenitors; and NR2F2 (also called COUP-TFII), a marker of interstitial progenitors. With rare exceptions, none of the RFP^+^ cells coexpressed these markers, consistent with the supporting-like transcriptomic profile of *Pax8*^+^ SLC progenitors (fig. S6).

A similar approach was used to assess the capacity of XX SLC progenitors to differentiate into rete ovarii cells and granulosa cells (Fig. 5B). As expected, RFP^+^ cells were detected mostly in the rete ovarii, but a gradient of positive cells was also identified within the ovary itself. We also found RFP and FOXL2 double positive cells in a gradient, labeling granulosa cells from ovigerous cords or primordial follicles (Fig. 5B and insets 4 and 5, respectively). Double IF analysis revealed that 6.7% of all FOXL2^+^ granulosa cells coexpress RFP (205 double FOXL2^+^/RFP^+^ cells and 2850 FOXL2^+^/RFP^−^ cells). RFP^+^ cells coexpressing the granulosa cell marker FOXL2 are also found in the ovary at E13.5 and E16.5 (fig. S5). Overall, these results indicate that *Pax8*^+^ progenitor cells are capable not only of forming the rete system but also of giving rise to a noticeable fraction of the Sertoli and granulosa cell pool.

### The pro-ovary factor WNT4 is a crucial regulator of the SLC lineage and is required for normal development of the rete testis

While the signaling pathway(s) responsible for SLC differentiation and rete testis development remain unknown, our scRNA-seq data revealed that in the developing gonads, *Wnt4* is highly expressed in XX and XY SLCs around E11.5, before decreasing (Fig. 6A and fig. S3). 

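In XX SLCs, Wnt4 averaged 1.60 ± 0.284 log-normalized counts at E11.5, 1.36 ± 0.381 at E12.5 and 1.01 ± 0.220 at E13.5 (SD, n = 2), and 0.0879 in the 7 cells of E16.5. In XY SLCs it went from 1.53 ± 0.231 to 0.718 ± 0.201, 0.415 ± 0.129 and 0.164 ± 0.0690. Presupporting cells of E11.5 had 0.858 in XX and 0.382 in XY.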

To assess whether WNT4 might act in an autocrine manner and activate the WNT/β-catenin signaling pathway in both XX and XY SLCs, we first investigated the temporal expression of *Rspo1* and downstream targets of the WNT/β-catenin pathway in the developing SLC and supporting cell lineages. 

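From E12.5 to E16.5, Rspo1 (chromosome 4, 124986430 to 125009099) averaged 0.424, 0.4656 and 0.831 ± 0.539 log-normalized counts in pregranulosa cells and 0.0165, 0.0159 and 0.0247 in Sertoli cells (n = 2 libraries each). Axin2 (chromosome 11, 108920349 to 108950783) stood at 0.285, 0.310 and 0.345 against 0.0502, 0.138 and 0.0810, and Sp5 (chromosome 2, 70474923 to 70477729) at 0.443, 0.443 and 0.296 against 0.0187, 0.0365 and 0.0137. For Lef1 these were 0.426, 0.376 and 0.220 against 0.0195, 0.0212 and 0.00572, and for Nkd1 0.416, 0.501 and 0.644 against 0.0691, 0.0434 and 0.0491. At E13.5, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called all of them between XX and XY supporting cells, in every pair of libraries (n = 2 per sex): Rspo1 (log2 fold change 4.58, SE 0.71, adjusted p = 2.3e-04), Axin2 (1.22, SE 0.27, adjusted p = 0.00255), Sp5 (3.75, SE 0.48, adjusted p = 4.6e-05), Lef1 (4.04, SE 0.28, adjusted p = 4.9e-07) and Nkd1 (3.52, SE 0.37, adjusted p = 1.1e-05). Of the 21 genes named for XX and XY cells, edgeR called 7, 20, 21 and 20 in the supporting lineage from E11.5 to E16.5 over all genes, and 14, 21, 21 and 20 adjusted over the list alone. The study chose the list on these samples, so it is not independent evidence.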

As expected, *Rspo1*, *Axin2*, *Sp5*, *Lef1*, and *Nkd1* were highly expressed in pregranulosa cells but almost absent in developing Sertoli cells (Fig. 6A). By contrast, these genes are expressed in both XX and XY SLCs, indicative of an autocrine effect of WNT4 on SLCs. 

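The mean difference of log-normalized counts between late SLCs and supporting cells of the same stage was positive for all 6 genes, Wnt4 included, in XY (6 libraries). It was 0.337 for Wnt4, 0.355 for Nkd1, 0.189 for Lef1 and for Sp5, 0.104 for Axin2 and 0.0965 for Rspo1. In XX (5 libraries) it was 0.178 for Wnt4, 0.304 for Nkd1, 0.150 for Axin2 and 0.0903 for Lef1, but -0.357 for Rspo1 and -0.0645 for Sp5. Against presupporting cells of E11.5, Rspo1 was lower in SLCs of both sexes, by 0.0327 in XY and 0.168 in XX, and the other 5 genes were higher. From the expression of the WNT targets the paper proposes an autocrine effect of WNT4.

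**Figure D4:**
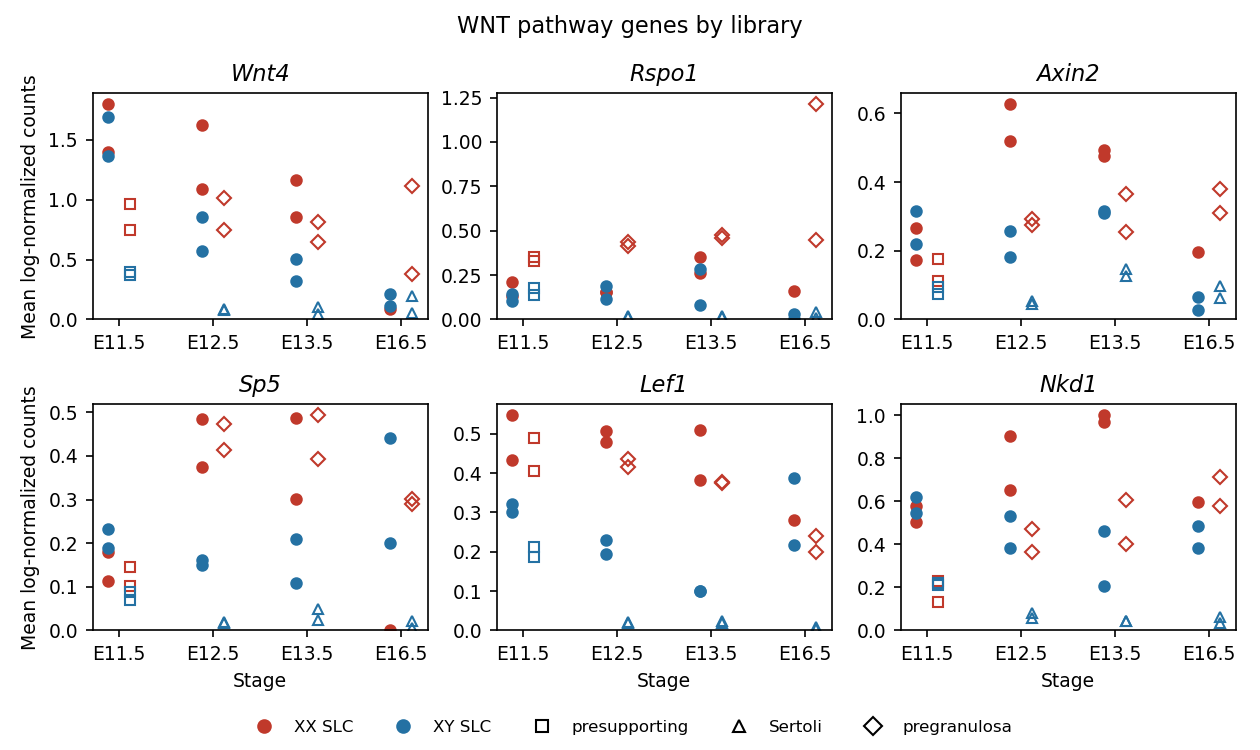
Mean log-normalized counts of Wnt4, Rspo1, Axin2, Sp5, Lef1 and Nkd1 (y axis) by stage (x axis) in SLCs and supporting cells of each sex. Each point is a library. The mean of the libraries was 1.60 for Wnt4 in XX SLCs at E11.5.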

Initially, at E11.5, the expression levels of *Wnt4* and downstream targets of the WNT/β-catenin pathway are generally similar in both XX and XY SLCs, and then a sexual dimorphism appears at E12.5, with higher expression in XX SLCs compared with XY SLCs.

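At E11.5 none of the 6 genes was called between XX and XY SLCs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all at an adjusted p of 1 (n = 2 per sex). At E12.5 XX SLCs had 98.8 ± 6.28 against 30.8 ± 9.87 CPM of Axin2 in XY SLCs, 83.7 ± 11.4 against 23.9 ± 1.96 of Sp5, 86.7 ± 2.78 against 30.7 ± 2.92 of Lef1 and 157 ± 30.6 against 76.3 ± 11.0 of Nkd1 (SD, n = 2). The same edgeR test called these 4, in all library pairs: Axin2 (log2 fold change 1.61, SE 0.30, adjusted p = 0.00548), Sp5 (1.83, SE 0.38, adjusted p = 0.0118), Lef1 (1.51, SE 0.31, adjusted p = 0.0109) and Nkd1 (1.03, SE 0.26, adjusted p = 0.0416). Nkd1 was not called by DESeq2, with equal numbers of cells, with the library date as a block or with any library left out. By edgeR Rspo1 (0.35, SE 0.41, adjusted p = 0.864) and Wnt4 (1.21, SE 0.37, adjusted p = 0.117) were not called, and Wnt4 was called without the filter on low counts. At E13.5 edgeR called Lef1 (2.16, SE 0.37, adjusted p = 7.2e-04), Nkd1 (1.92, SE 0.28, adjusted p = 1.7e-04), Sp5 (1.59, SE 0.43, adjusted p = 0.0173) and Wnt4 (1.71, SE 0.40, adjusted p = 0.00841), in all pairs, but neither Rspo1 nor Axin2 (0.87, SE 0.32, adjusted p = 0.0697; called without the filter on low counts). From these levels the paper states that WNT signaling becomes dimorphic at E12.5.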

**Fig. 6.**
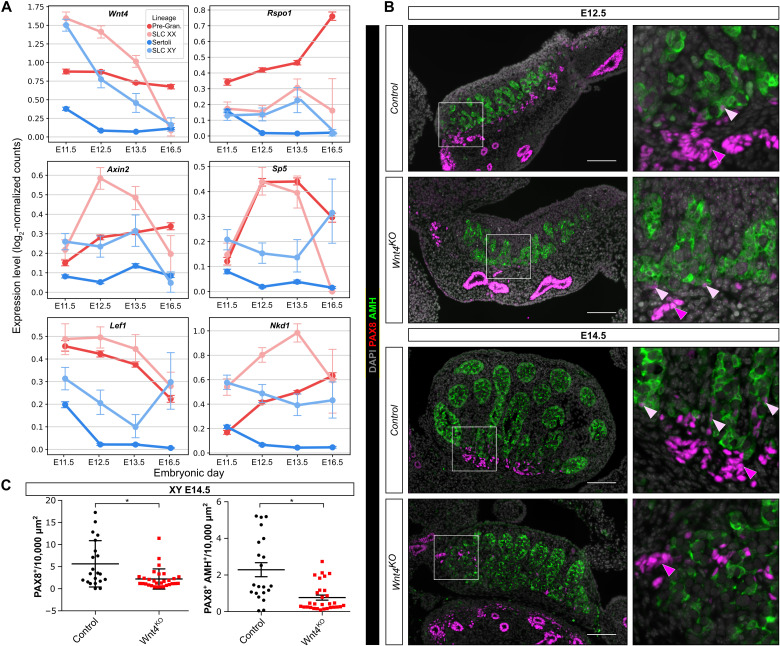
*Wnt4* is required for rete testis formation. (**A**) Expression profiles of genes involved in the WNT/β-catenin pathway in SLCs and supporting cells. Data were extracted from scRNA-seq analysis of XX and XY embryos at E11.5, E12.5, E13.5, and E16.5. (**B**) Representative double IF against PAX8 and AMH in control (*Sf1:Cre;Sox9^F/+^;Wnt4KO^+/+^*) or *Wnt4*^KO^ (*Sf1:Cre;Sox9^F/+^;Wnt4:KO^−/−^*) XY embryos at E12.5 and E14.5. Boxes indicate regions shown on the right magnifying the rete testis and adjacent testis cords. Note that the numbers of PAX8^+^ cells, the rete testis, and the testis cords near the rete testis are reduced and disorganized in *Wnt4* mutant embryos both at E12.5 and E14.5. White and yellow arrowheads indicate PAX8^+^ and PAX8^+^/AMH^+^ cells, respectively. DAPI was used as a nuclear counterstain. Scale bars, 100 μm. (**C**) Quantification of PAX8^+^ and PAX8^+^/AMH^+^ cells per 10,000 μm^2^ of testis section of control and *Wnt4*^KO^ embryos at E14.5. Data are presented as a box-and-whisker plot to illustrate the heterogeneity of PAX8-positive cells according to the different sections. Each point represents the quantification of one testicular section. Three embryos per genotype were used. Student’s *t* test, two-sided unpaired (*P < 0.05).

To test the hypothesis that WNT4 is involved in regulating the SLC lineage and rete testis development, we performed double IF for PAX8 and AMH at E12.5 and E14.5 on testes that were either control or homozygous knockout for the *Wnt4* mutant allele (Fig. 6B) (*36*, *37*). As previously reported, we found a reduction in size and fewer testis cords in the *Wnt4* knockout testis (*36*). In addition, we observe a significant reduction in both PAX8^+^ and PAX8^+^/AMH^+^ cells (Fig. 6, B and C). The few remaining PAX8^+^ cells are mainly scattered at the base of the testis near the mesonephros but do not form a rete testis. Furthermore, it appears that the testis cords adjacent to the base of the testis and close to the mesonephros are also altered in shape and ill-defined, in particular at E14.5, as if the absence of PAX8^+^ cells and rete testis in *Wnt4* knockout testis prevents the optimal formation of testis cords. At birth (P0), the rete testis of *Wnt4* KO animals is clearly hypoplastic (fig. S7). Although the overall organization of the rete testis does not seem to be affected, it is reduced in size and does not appear to be as well connected to the testicular cords as in control testes. Overall, our results reveal that WNT4 is a regulator of the canonical β-catenin signaling pathway in SLCs and is required for optimal development of rete testis.

Our scRNA-seq data revealed also that the orphan nuclear receptor DAX1 (encoded by *Nr0b1*) is expressed at high levels in both XX and XY SLCs (fig. S4). The function of DAX1 in gonadal development, Sertoli cell differentiation and specification of SLC cells remain unclear and controversial (*17*, *38*). DAX1 has been reported to play a role in testis morphogenesis as *Nr0b1*-deficient mice are infertile because of an obstruction of the rete testis and efferent ductules by dysregulated proliferation of Sertoli cells (*39*). In parallel, DAX1 has been identified as an all-trans retinoic acid (ATRA) effector gene. Several observations indicate that ATRA drives *Nr0b1* expression directly, antagonizing the testis determination pathway in somatic lineages (*40*, *41*). In particular, DAX1 has been reported to antagonize NR5A1 function and impede AMH production in Sertoli cells (*42*–*44*). We decided to evaluate the hypothesis that abnormalities in ATRA signaling could lead to a defect in the SLC specification and formation of rete testis or rete ovarii. To this end, we investigated the presence of PAX8-positive cells and the structure of the rete testis/ovarii in the gonads of E14.5 embryos ubiquitously lacking all nuclear retinoic acid receptors (RARA, RARB, and RARG isotypes) in all cell types from E11.5 onward (*45*). Our results revealed that RARs, and therefore endogenous ATRA, do not affect SLC numbers and are dispensable for rete testis and rete ovarii formation (see fig. S8). Nevertheless, it still remains possible that DAX1 may have a role in mediating SLC lineage specification and differentiation.

## DISCUSSION

Although the process of gonadal sex determination has been studied for several decades, many key aspects remain elusive. Our understanding of gonad development and differentiation will only be complete after full characterization of all its cell types. We are still missing a comprehensive understanding of the different cell lineages comprising this bipotential primordium over time and their relationships to each other. Similarly, molecular factors governing the specification of the many cell lineages that emerge from this process are still missing. The widespread adoption of advanced sequencing technologies, such as scRNA-seq, has provided the field of developmental biology with an opportunity to discover previously unrecognized cell types, such as short-lived progenitors or rare cell lineages.

Here, we densely sampled gene expression at the single-cell level in developing mouse gonads during the critical period of sex determination. We describe the specification and differentiation of a rare, previously overlooked gonadal cell lineage. We refer to these as SLCs because of their transcriptomic similarities to the supporting cell lineage. Transcriptionally early SLCs are closely related to CE-derived progenitors and are specified at E10.5, before sex determination. These cells are localized in the XX and XY genital ridge along the border to the mesonephros and express *Pax8* and CE-derived markers, such as *Nr5a1*, *Gata4*, and *Wt1*. We found that SLCs are initially sexually undifferentiated and coexpress both the pro-ovarian and protestis genes *Wnt4* and *Sox9*. From E12.5 onward, sexual dimorphism appears with the gradual acquisition of Sertoli-like and pregranulosa-like profiles. Last, our lineage tracing experiments revealed that *Pax8*^+^ progenitors contribute primarily to the formation of the rete testis and ovarii and also to a noticeable fraction of the Sertoli and pregranulosa cell pool.

### Origin and specification of SLCs

Our transcriptomic analyses reveal that SLCs are the first somatic cells of the gonad to be specified, as early as E10.5. By contrast, the commitment of CE-derived progenitors toward the supporting lineage is initiated just before the process of gonadal sex determination at E11.0 to E11.5 (*6*). We found that at E10.5, early somatic progenitor cells—known to express marker genes such as *Gata4*, *Nr5a1*, and *Wt1*—are not a homogeneous population. Using scRNA-seq, we identified several CE-related subpopulations with close but distinct transcriptomic profiles, including one that expresses the SLC markers *Pax8*, *Sfrp1*, and *Enpp2*, indicating already a transition toward early and late SLCs. At this early stage (E10.5), the transcriptomes of *Pax8*^−^ and *Pax8*^+^ somatic progenitor subpopulations are extremely similar with only 96 DEGs including the SLC markers *Pax8*, *Sfrp1*, and *Enpp2* out of a total of about 15,000 genes (see data file S3). This single-cell analysis strongly suggests that the SLC lineage originates and diverges transcriptionally as early as E10.5 from somatic progenitor cells expressing the CE marker genes *Gata4*, *Nr5a1*, and *Wt1*. These findings are consistent with our IF results, revealing that at E11.0, a population of PAX8^+^ cells coexpressing GATA4 is localized at the base of the genital ridge in close contact with the mesonephric tubules (see Fig. 4 and fig. S2). While these PAX8^+^ cells are initially distributed all along the gonad at the border to the mesonephros, they are gradually restricted to the anterior part in close contact with the cranial mesonephric tubules. Our results are also in agreement with the previous description of a population of cells expressing NR5A1 found in both sexes between the cranial mesonephric tubules and the undifferentiated gonad before sex determination (*18*). Last, the transcriptomic similarities between SLCs and the supporting lineage, as well as the expression of Sertoli (*Dhh*, *Ptgds*, *Aard*, *Nedd9*, and *Tesc*) and granulosa (*Foxl2*, *Irx3*, and *Fst*) markers by rete testis and rete ovarii cells, respectively, reinforce the hypothesis of a CE origin for the SLC lineage. Collectively, our data indicate that SLCs are derived from the CE and share a common origin with the supporting cell lineage.

### *Pax8*^+^ progenitors contribute to both rete testis/ovarii and to the pool of Sertoli and pregranulosa cells

By coupling lineage tracing analysis with IF, we observed three distinct RFP^+^ cell types in the developing testis. The first type is RFP^+^/AMH^−^ and is localized in the center of the rete testis (Fig. 5, G to K, and inset 1). These cells form the core network of interconnected tubules of the rete testis. The second population expresses RFP and low levels of AMH and is located at the interface between the rete testis and the testicular cords (Fig. 5, G to K, and inset 2). These cells most certainly correspond to the transitional zone and/or the tubuli recti, both of which are composed exclusively of Sertoli cells (*16*). The third population is composed of Sertoli cells that are located within the testis cords and represent 10% of all Sertoli cells at birth (Fig. 5, G to K, and inset 3). These results indicate that *Pax8*-expressing cells contribute not only to the rete testis but also markedly to the Sertoli cell pool, suggesting a potential unappreciated role for PAX8 in supporting progenitors. However, the remaining question is whether the RFP^+^ Sertoli cells are derived solely from the 5% presupporting progenitors that weakly express *Pax8* around E11.5 (see Fig. 2I), or whether, remarkably, they are derived in part or exclusively from the SLC lineage. Our lineage tracing experiment does not allow us to give a definitive answer to this question. Nevertheless, several indications suggest the possibility that SLC progenitors could be a second source of Sertoli cells. First, both the SLC and supporting lineages appear to derive from a common progenitor at around E10.5, which expresses CE-derived markers (see Fig. 3, A, C, and D). Furthermore, the transcriptome of SLCs shows similarities with cells of the supporting lineage, both at early stages with presupporting cells and at later stages with pregranulosa and Sertoli cells (see Fig. 2, I and J). For example, from E12.5 onward, SLCs acquire either a Sertoli- or granulosa-like identity with overexpression of many classical Sertoli or granulosa markers (fig. S4). Furthermore, our lineage tracing analysis of *Pax8*^+^ cells reveals a gradient of RFP^+^ Sertoli cells in the testis, with a higher density near the rete testis, suggesting that SLC progenitors may indeed contribute to these RFP^+^ Sertoli cells (Fig. 5, A and B). The ability of these potential SLC-derived Sertoli cells to colonize all regions of the testis reflects their early inclusion in the expanding testis cords following the rapid proliferation of fetal Sertoli cells. Last, it also remains possible that at around E10.5, the specification of some early SLC progenitors is not yet well established, redirecting a small fraction of these cells to a supporting fate instead, or that some presupporting cells contribute to the SLC lineage. This could explain the transient presence of *Pax8* transcripts in 5% of presupporting progenitors around E11.5.

In the developing ovary, our results revealed that RFP^+^ cells have the ability to differentiate into either rete ovarii cells or pregranulosa cells. The RFP^+^/FOXL2^−^ cells forming the rete ovarii are concentrated mostly in the cranio-dorsal part of the ovary consistent with the IF and light-sheet microscopy at E13.5 and E16.5 (Fig. 5, A and B, and insets 4 and 5). Regarding pregranulosa cells, our quantitative analyses reveal that about 6% of FOXL2-expressing granulosa cells are derived from *Pax8*^+^ progenitors. As for the testis, we observe a gradient of these cells, with RFP^+^/FOXL2^+^ double-positive cells mainly concentrated in the cranio-dorsal part of the ovary near the rete ovarii. In the cortical part, we also observe primordial follicles with some granulosa cells being RFP^+^.

### Factors regulating SLC specification, differentiation, and rete formation

Although our combined scRNA-seq analysis and lineage tracing approach has allowed us to better characterize the origins and developmental trajectories of the SLC progenitor cells that give rise to the rete system, some questions still remain. In particular, the factors, local signals, and molecular pathways responsible for the specification of SLC progenitors remain unknown. We decided to focus our attention on the secreted protein WNT4 because of its high expression in the SLC lineage (fig. S3) and the essential role of the canonical WNT/β-catenin signaling pathway for ovarian fate, particularly in the supporting cell lineage (*46*–*48*). We tested the possibility that WNT signaling also plays a role in the SLC lineage and the formation of the rete testis. The high expression of *Wnt4* and its downstream target genes (*Lef1*, *Axin2*, *Sp5*, and *Nkd1*) in the SLC lineage is consistent with an autocrine effect (Fig. 6A). Direct experimental evidence found in the literature already suggested that canonical β-catenin signaling is activated in the rete ovarii/testis of the gonads at E12.5 (*46*). Using a reporter line carrying *LacZ* fused to *Axin2* (*49*), a target of β-catenin, Chassot and co-workers observed that at E12.5, a robust β-galactosidase staining was found at the interface between the XX and XY gonads and the mesonephros, a position corresponding to the rete testis and rete ovarii at this developmental stage.

Our results in *Wnt4* knockout mutant mice show a reduction in the number of SLCs at E14.5, as well as disorganization of the rete testis and adjacent testicular cords (Fig. 6B). At birth (P0), the rete testis of the mutant animals remains clearly hypoplastic, while its overall organization does not seem to be affected (fig. S7). In addition to the small size of the rete testis, the rete tubules composed of PAX8^+^ cells appear not as well connected to the testicular cords as in control testes. It is not clear whether this is a direct effect of altered rete testis formation or an indirect effect caused by the reduced testis size and disorganization of the testicular cords in *Wnt4* KO testes (*36*).

Overall, our results provide a single-cell transcriptional atlas of gonadal sex determination in mice. This unique dataset allowed us to identify SLCs as a previously uncharacterized cell population at the origin of the rete system. Understanding this lineage is important for two reasons: First, proper formation of the rete is essential for male fertility, as it provides a channel system allowing sperm export from the testis to the efferent ductules. Second, from a fundamental point of view, the SLC lineage exhibits remarkable characteristics and represents an interesting model for the study of cell fate decisions during mammalian organ development. We demonstrate that the SLC lineage is the first somatic cell lineage to be specified, even before the initiation of the gonadal sex determination process. We are unable to definitely demonstrate that the SLC lineage has the capacity to differentiate into Sertoli-like or granulosa-like cells, a feature that was previously thought to be unique to the supporting cell lineage. However, several observations support this conclusion. The molecular mechanism involved in Sertoli-like differentiation is different from that of the supporting lineage, since it does not involve the well-known protestis gene *Sry*. It is now essential to identify the factors that control the specification of the SLC lineage and the molecular mechanisms controlling their differentiation into rete cells exhibiting transcriptomic profiles close to Sertoli or pregranulosa cells. In addition, a better characterization of the similarities and differences between the supporting and SLCs lineages during the process of testis/ovarian development is needed. With our results, we lay the foundation for further elucidation of mechanisms in mammalian sex determination and improving our understanding of the genetic basis and physiology of human disorders/differences of sex development.

## MATERIALS AND METHODS

### Animals

Animals were housed and cared according to the ethical guidelines of the Service de la Consommation et des Affaires Vétérinaires (SCAV) of the Canton de Genève (experimentation ID GE214-19 and GE35) or the relevant institutional and European animal welfare laws, guidelines, and policies for the *Wnt4*^KO^ line. *Pax8^tm1.1(cre)Mbu^*/*J:Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^:Tg(Nr5a1/EGFP)1Klp* (abbreviated *Pax8*:*cre*;*Rosa26*:*Tomato*;*Nr5a1*:*eGFP*) mouse strains were described previously (*26*, *35*, *50*). These mice have been maintained on a mixed 129/CD1 genetic background and were genotyped between P6 and P11 from digit biopsies by polymerase chain reaction (PCR) as described previously (*35*). For *Pax8:cre* knock-in allele, primers used were 5′-TCTCCACTCCAACATGTCTGC-3′, 5′-AGCTGGCCCAAATGTTGCTGG-3′ (*26*), and 5′-GCCAGCAGCTATGAGGTTGA-3′, giving a WT band of 601 base pairs (bp) and a specific Cre amplicon of 673 bp. Control (*Sf1:Cre;Sox9^F/+^;Wnt4KO^+/+^*) and *Wnt4*^KO^ mutant (*Sf1:Cre;Sox9^F/+^;Wnt4:KO^−/−^*) embryos were generated and genotyped as described in (*51*), and the mouse line was kept on a mixed 129/C57Bl6/J background.

### Sample collection and single-cell transcript profiling

The day on which a vaginal plug was observed was designated as E0.5. Embryos were collected at E10.5 (8 ± 2 caudal somites), E11.5 (19 ± 4 ts), E12.5, E13.5, and E16.5 from time-mated pregnant female CD-1 outbred mice (Charles River Laboratory) and heterozygous Tg(Nr5a1-GFP) transgenic male mice (*35*). The *Nr5a1-GFP* transgene was used to facilitate identification of the position of the genital ridges during the dissection. Genetic sexing was performed by PCR, as described previously (*52*). Urogenital ridges including both the gonads and mesonephros (E10.5 and E11.5) from both sexes, and testes or ovaries (E12.5 to E16.5), were isolated at each time point and enzymatically dissociated as described previously (*53*). Approximately 5000 single cells were loaded on a 10x Chromium instrument, and scRNA-seq libraries were prepared using the 10X Genomics Chromium Controller and Chromium Single Cell 3′ Library & Gel Bead Kit V2, as per the manufacturer’s instructions. For each developmental stage and sex, two independent biological replicates were processed. The prepared libraries were sequenced on an Illumina HiSeq4000 using paired-end 26 + 98 + 8 bp as the sequencing mode. Libraries were sequenced at a targeted depth of 100,000 to 150,000 total reads per cell. Sequencing was performed at the Health 2030 Genome Center, Geneva.

### Data preprocessing with the Cell Ranger package, cell selection, and quality controls

Computations were performed at the Vital-IT Center for high-performance computing of the SIB (Swiss Institute of Bioinformatics; www.vital-it.ch). Demultiplexing, alignment, barcode filtering, and UMI counting were performed with the Cell Ranger v2.1 pipeline (10x Genomics). Data were mapped to the mouse reference genome GRCm38.p5 in which the eGFP (NC_011521.1) combined with the bovine GH 3′-splice/polyadenylation signal (*35*) (NM_180996.1) sequences have been added. It has recently been established that the mouse *Sry* locus harbors a cryptic exon that is essential for male sex determination (*54*). As this exon is located in a palindromic region, all reads mapping to this region are also mapping to the positive strand and discarded as multimappers. To include reads from exon 2 of the *Sry* gene in our count matrices, reads from the negative strand, mapped to location chrY(2653159, 2655636) with number of alignments (NH) tag inferior to 3, were extracted and GN tag was set to “Sry.” The edited reads were saved in a specific bam, and reads were deduplicated and counted using umi-tools count function with --extract-umi-method = tag --per-cell --cell-tag = CB --per-gene --gene-tag = GN –umi-tag = UB parameters.

To select barcodes associated to cells, we set a threshold as the local minima of a standardized density curve of UMI counts located between the knee point and the inflection point of the ranked barcode distribution plot (DropletUtils package). When no local minimum could be detected between the two points, the nearest local minimum was used. Quality controls regarding abnormal mitochondrial or ribosomal content, UMI number, detected gene numbers, unmapped reads, and putative doublet identification (Scrublet 0.2.1–0) were performed, but no data filtering was applied as no important anomalies were detected. In total, for gonadal samples, we obtained 94,705 cells. It included 14,962 cells from E10.5, 16,670 cells from E11.5, 20,285 cells from E12.5, 25,794 cells from E13.5, and 16,994 cells from E16.5. In total, we obtained 53,962 XY cells and 40,743 XX cells.

### Gene expression normalization

UMI counts per gene per cell were divided by the total UMI detected in the cell with exclusion of very highly expressed genes (accounting to more than 5% of total counts in cell), multiplied by a scale factor of 10,000 and log transformed.

### Dimensionality reduction, batch correction, clustering, and cell type annotation

A first step of dimensionality reduction was performed using Independent Component Analysis (icafast function, ica package version 1.0-2) on all genes expressed in more than 50 cells (100 components). Because ICA extracts non-Gaussian components from data and creates nonorthogonal components (as in principal components analysis), it allows a better discrimination of small cell populations in a heterogeneous dataset. We set the number of ICs to 100 as we expected to have fewer than 100 different populations in our total dataset. Another advantage of ICA is its good performance with nearly no gene filtering. We did not perform any highly variable gene selection.

To minimize biological or technical variability on clustering, we created a neighbor graph based on ICA components using the BBKNN python module (version 1.3.12) (*55*). The correction was performed between biological replicates. BBKNN corrects the neighbor graph by identifying the k-nearest neighbors in each batch instead of considering all cells that come from one unique batch. No correction of the expression levels was performed.

A first clustering was performed using the Scanpy Leiden method with resolution 1.3. Clusters were annotated using known markers from described cell populations of developing testis and ovary. To refine the clustering, a Leiden clustering was applied to the SLC cluster and pregranulosa cells to obtain early and late SLCs. The parameters to achieve this final clustering of the cells were resolution = 0.37, restrict_to = (‘leiden’, [“5”, “30”]).

### Lineage reconstruction and UMAP visualization

Lineage reconstruction was done using partition-based graph abstraction (PAGA) (*28*). From the global k-nearest neighbors graph and clustering, PAGA outputs a much simpler graph with nodes representing clusters and edges showing confidence of connection between clusters. PAGA and its visualization (Fruchterman-Reingold) were run before UMAP to allow a better organization of clusters. For complete dataset global visualization, UMAP was run with random_state = 25, min_dist = 0.2, init_pos = “paga” parameters (Fig. 1 and fig. S1).

To precisely reconstruct the SLC cell lineage, we created three subsets of data: The first two groups contain XX or XY cells from clusters composed of cells from the CE, SE, presupporting cell population, pregranulosa and Sertoli cells, and early and late SLCs. The third subset is composed of XX and XY cells from clusters composed of cells of the CE, as well as early and late SLCs. Clusters with less than 50 cells were removed (a few XY cells clustering with pregranulosa cells for instance). We observed that in some conditions, PAGA outputs stronger connections with small clusters. To address this issue, we randomly subsampled big clusters to obtain balanced clusters and ran PAGA on this subsampled data. BBKNN, PAGA, and UMAP steps were reran independently on XX, XY, and SLC datasets.

### Correlation analysis

The similarity of the transcriptomes between the different cell populations was determined using Spearman correlation analysis on the mean expression of the genes. We then applied a hierarchical clustering on the correlation matrix using ward linkage (*56*). The obtained dendrogram was reused to order cell types in Fig. 1J.

### Cell cycle analysis

To infer the cell cycle phase of the cells, we used the function score_genes_cell_cycle from the scanpy package using the gene sets defined in https://doi.org/10.1126/science.aad0501.

### Differential expression analysis

Differential expression analysis was performed using the Seurat (version 3.2.2) wrapper function for MAST (version 1.14.0). Genes were selected with a log-fold change higher than 0.25 and an adjusted *P* value below 0.05. GO enrichment was performed on positive or negative genes obtained with differential expression analysis using clusterProfiler package (version 3.16.1) and only on the GO biological processes database. Background was set to genes detected in more than 50 cells in the complete dataset, and *P* value cutoff was set to 0.01.

### Scoring of the cells

To create a classification score for the different lineages of gonad-specific cells, we trained a Least Absolute Shrinkage and Selection Operator (LASSO) with cross-validation classifier on a random subset of cells with a one versus all approach. The LASSO approach uses an L1 regularization and allows a stringent selection of the genes defining the cells of interest (www.jstor.org/stable/2346178). We used the LassoCV function from scikit-learn python module. To avoid gene weighting bias due to overrepresentation of some clusters, the cells were randomly subsampled, keeping 300 cells per Leiden clusters.

### Histological and IF analyses

Embryonic or postnatal samples were collected at specific time points determined by the day of vaginal plug (E0.5) and fixed overnight at 4°C in 4% paraformaldehyde. Samples were embedded in paraffin, and 5-μm sections were prepared. Unmasking was performed in TEG (10 mM, pH 9) or citrate (10 mM, pH 6) buffer for 15 min in a pressure cooker. Sections were incubated in blocking buffer [3% bovine serum albumin (BSA) and 0.1% Tween in phosphate-buffered saline (PBS)] for 2 hours at room temperature. Primary antibodies were incubated overnight at 4°C. Secondary antibodies were incubated for 1 hour at room temperature with DAPI (4′,6-diamidino-2-phenylindole; 1:1000). The following primary antibodies were used: sheep anti–SOX9-CT (1:200; a gift from F. Poulat, University of Montpellier, France), rabbit anti-FOXL2 [1:300; (*57*)], mouse anti-αSMA (1:500; a gift from C. Chaponnier, University of Geneva, Switzerland), rabbit anti-ARX (1:500; a gift from K.-I. Morohashi, Kyushu University, Japan), goat anti-AMH (C-20) (1:100; sc-6886, Santa Cruz Biotechnology), mouse anti-AMH (1:20; MCA2246, Bio-Rad Laboratories), rabbit anti-PAX8 (1:200; 10336-1-AP, Proteintech), mouse anti-RFP (DsRed) (1:250; sc-390909, Santa Cruz Biotechnology), goat anti-RFP (1:50; 200-101-379, Rockland Immunochemicals Inc.), rabbit anti-RFP (1:250; 600-401-379, Rockland Immunochemicals Inc.), mouse anti-COUPTFII (1:200; PP-H7147-00, Perseus Proteomics Inc.), and rabbit anti-HSD3B (1:200; KO607, TransGenic Inc.). Each immunostaining run included negative controls, with replacement of the primary antibody by blocking solution. Fluorescence images were acquired using an Axio Imager M2 or Z1 microscope (ZEISS, Germany) fitted with an Axiocam 702 mono camera or MRm camera (ZEISS, Germany). Images were minimally processed for global levels with ZEN (ZEISS, Germany). Whole-gonad images were analyzed using QuPath v0.2.0 (*58*). The percentages of RFP^+^/AMH^+^ or RFP^+^/FOXL2^+^ colabeled cells were determined from three independent animals. With respect to *Wnt4*^KO^ embryos, paraffin sections covering the entire gonad were processed for immunostaining, and the number of PAX8^+^ cells or PAX8^+^ AMH^+^ cells was determined every 20 μm using the cell counter Plugin from Fiji. The graphs show the number of positive cells per 10,000 μm^2^ of gonadal area measured in each section, and the means and SEM for control (*n* = 3) and *Wnt4*^KO^ mutant embryos (*n* = 3).

### Whole-mount IF

For whole-mount IF, embryonic samples were fixed overnight at 4°C, rinsed three times for 20 min with PBS 0.1% Triton X-100 (PBST), and serially dehydrated into 100% methanol for storage at −20°C. IF was performed as follows: Samples were rehydrated stepwise into PBS, washed three times with PBST, rocked for 1 hour at room temperature in blocking solution [BS: 10% fetal bovine serum (FBS), 3% BSA, and 0.2% Triton X-100 in PBS), and incubated with primary antibodies in BS overnight at 4°C. The following day, samples were washed three times for 30 min in washing solution (WS: 1% FBS, 3% BSA, and 0.2% Triton X-100 in PBS) and incubated with secondary antibodies and DAPI (1:1000) in BS overnight at 4°C. The next day, samples were washed three times in WS and mounted in DABCO (Sigma-Aldrich, St. Louis). Images were taken with an LSM710 confocal microscope using the associated Zen software (Zeiss). The following primary antibodies were used: rabbit anti-PAX8 (1:500; 10336-1-AP, Proteintech), mouse anti-GATA4 (1:500; Sc-25310, Santa Cruz Biotechnology), goat anti-SOX9 (1:1000; AF3075, R&D Systems), rat anti-LAMB1 (1:500; RT-796-P, NeoMarkers), and mouse anti-NR2F2 (1:250; PP-H7147-00, Perseus Proteomics).

### EdU labeling

For cell proliferation experiments, pregnant females were intraperitoneally injected with EdU (25 mg/kg; Lumiprobe) dissolved in PBS. Embryonic samples were collected 1 hour after EdU injection and fixed overnight at 4°C. EdU-treated samples were imaged using the whole-mount IF protocol with the addition of a click reaction step between rehydration and blocking. Samples were incubated in click reaction solution [ascorbic acid (20 mg/ml), 2 mM cupric sulfate, and 4 μM sulfo-Cy3 azide dye (Lumiprobe) in PBS] for 1 hour rocking at room temperature.

### Sample clearing and light-sheet fluorescence microscopy

*Pax8:Cre;Rosa26:tdTomato;Nr5a1:eGFP* embryos at E11.5, E12.5, E13.5, and E16.5 were cleared using a modified passive CLARITY-based clearing protocol, while the samples at embryonic stages E10.5 and dissected gonads at P0 went through a refractive-index (RI) matching process. Briefly, samples at embryonic stages E11.5, E12.5, E13.5, and E16.5 were incubated in 5 ml of X-CLARITY Hydrogel Solution Kit (C1310X, Logos Biosystems) for 3 days at 4°C, allowing diffusion of the hydrogel solution into the tissue. Polymerization of solution was carried out in a Logos Polymerization system (C20001, Logos Biosystems) at 37°C for 3 hours. After two washes of 30 min in PBS, samples were immersed in an SDS-based clearing solution and left at 37°C for 24 hours (E11.5), 48 hours (E12.5), 72 hours (E13.5), and 96 hours (E16.5). Once cleared, tissue was washed twice in PBS–Triton X 0.1% and then placed in a Histodenz-based RI–matching solution (RI = 1.46). Early-stage embryos (E10.5) underwent a unique RI-matching process prior to 2 days of incubation in PBS–Triton X 2% at room temperature. Dissected gonads of embryos at P0 were embedded in low melting agarose, placed in PBS–Triton X 2% for 2 days at room temperature, and transferred in a Histodenz-based RI-matching solution (RI = 1.46) 2 days before imaging.

Light-sheet imaging was performed using a customized version of the Clarity Optimized Light-sheet Microscope (COLM) (*59*) at the Wyss Center Advanced Light-sheet Imaging Center, Geneva. The samples were illuminated by one of the two digitally scanned light sheets, using a 488- and 561-nm wavelength laser. Emitted fluorescence was collected by 10X XLFLUOR4X N.A. 0.6 filtered (525/50 nm and 609/54 nm Semrock BrightLine HC) and imaged on an Orca-Flash 4.0 LT digital CMOS camera at 4 fps, in rolling shutter mode. A self-adaptive positioning system of the light sheets across z-stacks acquisition ensured optimal image quality over the whole thickness of the sample. Z-stacks were acquired at 3-μm spacing with a zoom set at 10× resulting in an in-plane pixel size of 0.59 μm (2048 × 2048 pixels). Images of multiple tiles were reconstructed in 3D using the Grid Collection Stitching plugin tool in TeraStitcher (BMC Bioinformatics, Italy). Volume reconstructions and 3D renderings were performed using the Imaris Bitplane software.

### Statistical analyses

The number of PAX8^+^ cells or PAX8^+^AMH^+^ cells per unit of gonadal area in control and Wnt4^KO^ mutant embryos was analyzed by a two-tailed *t* test using GraphPad Prism version 9.

How the deposited data were processed for this re-analysis (not part of the article)

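Droplet-based 3′ end sequencing of single cells was done on XX and XY mouse gonads of 5 stages, with 2 independent libraries per sex and stage and 20 in all. Titles of the samples give stage, sex and date, and replicate 1 is the library of the earlier date. The cell table numbers the replicates the other way round at E10.5, E11.5 and E12.5 in both sexes and at E16.5 in XX, and the dates were used. XX and XY libraries share both dates at E10.5, E11.5 and E12.5 and 1 date at E16.5. At E13.5 they share none, so sex and date cannot be told apart there.

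The matrix of raw UMI counts is as the authors made it with Cell Ranger from reads aligned to GRCm38 with a GFP sequence added, with cells chosen by the density of UMIs per barcode. The doublet score and the cell cycle scores in the cell table were computed by the authors with Scrublet and with the scoring of S and G2/M genes, and no cell was removed on them. The doublet scores used here are not those of the authors. They were computed anew within each library, after the scheme of Scrublet. Other columns deposited by the authors give the library, Leiden cluster, cell type and phase of each cell, the numbers of genes and UMIs, and coordinates of the embedding. Of its 27 columns 15 were used, and 12, among them the embedding, were not used here. The mitochondrial columns are 0 in every cell, although mitochondrial genes are in the matrix. The matrix and the table hold the same 94705 cells, and the matrix 26397 genes by symbol only. Of these, 24915 are symbols of GENCODE M21, from which positions on GRCm38 were taken for 83 of the 84 genes looked up. Whether strand was used in counting genes is not stated in the paper's text, so genes that share exons with another gene are given as uncertain.

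Depth was 31241516 to 160435537 UMIs and 2049 to 8774 cells per library. Cells with fewer than 3000 UMIs numbered 131 in E13.5 XY replicate 1, 81 in E16.5 XX replicate 2 and 1 in E12.5 XX replicate 2. E16.5 XX replicate 2 holds 4360 cells and no SLC, so up to 0.0688% of its cells could be SLCs (3 counts).

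Log-normalized counts followed the paper: a gene above 5% of a cell's UMIs was left out of the total, which was scaled to 10000, and the natural log of 1 plus the value was taken. Neighbors were found in 50 principal components of the 2000 most variable genes among those in more than 50 cells, with 30 neighbors per cell. Spearman correlations used mean log-normalized counts. Shares of cells have 95% Clopper-Pearson intervals. LASSO scores used the coefficients in the paper's supplement. UMIs were summed per library and cell type with at least 5 cells, and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, two-sided, Benjamini-Hochberg adjustment) in R 4.3.3 with limma 3.58.1, and with DESeq2 1.42.0. A gene was called at an adjusted p below 0.05 and a log2 fold change of at least 0.361. The remaining steps ran in python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9.

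The comparisons were early SLCs and presupporting cells of E11.5 within each sex, late SLCs and Sertoli or pregranulosa cells from E12.5 to E16.5 with stage in the model, XX and XY cells of the SLC, supporting and CE types within stages, and CE cells of E10.5 with and without a Pax8 UMI among those with a UMI of Gata4 or Nr5a1. In the supplementary lists of the paper, fold changes recomputed from this matrix had a largest absolute difference of 9.4e-05 from those listed. Test and calling rule were also tested on simulated data, with 200 genes changed by known folds. The counts were drawn anew around the fitted means of the real sums. Their spread followed the trend over all genes, without each gene's own spread and without effects of library or date. Recovery may therefore be better and false calls fewer there than in the real sums.

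The pairing of sums from 1 library comes from the library labels, and that of XX with XY libraries from the dates. It was checked by the correlation between paired sums after the group means were taken out. It was 0.351 to 0.377 for early SLCs and presupporting cells, 0.190 to 0.373 for late SLCs and supporting cells, and 0.257 to 0.562 for CE cells with and without Pax8. By date, XX and XY SLCs stood at 0.336 at E11.5 and at -0.245 at E12.5, the supporting lineage at 0.339, -0.333 and 0.464 at E11.5, E12.5 and E16.5, and the CE at 0.179 and 0.348 at E10.5 and E11.5.

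Named are every gene that the paper's results text names for a comparison, the 2 largest rises and the 2 largest falls among called genes that move the same way in every pair of libraries, and Xist, Ddx3y, Eif2s3y, Kdm5d and Uty as checks of sex. The samples, comparisons, this rule and the alternatives were set before the data were examined, apart from those named as chosen later. The alternatives were DESeq2, no filter on low counts, no fold threshold, a smallest sum of 20 cells, equal numbers of cells, leaving out the highest 5% of doublet scores, leaving out each library, and the library or date as a block.

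Trajectories were not rebuilt and clusters not recomputed. Enriched terms were not tested, since the term lists are held in part only. The subclusters of the paper's E10.5 cluster 5 are not in the cell table, and the Pax8 split replaces them. Imaging, lineage tracing and knockout experiments were not analysed here.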

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

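The tests on the E16.5 XX SLCs, apart from the likeness to mesonephric tubules, and those on cells with sex genes of the other sex, on missing UMIs, on Xist in germ cells and on numbers of cells, scaling or single libraries behind the changing differences were chosen after the result was seen. By chance about 1 in 20 groups holds a value this far from the others. Of 45 groups tested 9 did, where 2.25 are expected.

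The E16.5 XX SLCs are the 7 cells of replicate 1. They hold 49295 UMIs on average, against 9212 to 17116 in the other XX libraries, and 28.6% are in G1, against 90.9 to 100%. A deeper library is argued against, since its median over all cells is 13309. Doublets that hold an SLC stay open, since the summed CPM of Nr5a1, Gata4 and Wt1 reach 26.3% of those in E13.5 XX SLCs, below the set limit but not far below it, and 2 of the cells have doublet scores in the highest 5%. Mesonephric tubule cells stay open, since the profile correlates with tubules at 0.848 but with the surface epithelium at 0.850. Epcam (487 CPM, tubules 185) and Krt8 (588, tubules 247) were above tubule cells, and Pax2 (17.4, tubules 105) and Lhx1 (20.3, tubules 58.4) below. Differentiation into rete ovarii remains untested, and 7 cells of 1 library keep these explanations from being told apart. For the G1 share no explanation was tested.

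In E12.5 XX replicate 2, 2.43% of cells (125) hold Y gene UMIs and no Xist, against 0.0440% in XX replicate 1. In the XY libraries of E12.5, 0.165 and 0.185% hold Xist and no Y gene UMI. Independent chance gives 50.8 of the 125 cells, since 24.3% of the cells of that library lack an Xist UMI. Free RNA is argued against, as 53.6% of them hold 2 or more Y gene UMIs. Shared barcodes are argued against, with 0 found in the XY library of that date and 1.28 expected. Of the supporting cells among them 100% (21 of 21) are annotated as Sertoli, against 0.178% of those with Xist (3 cells; two-sided Fisher's exact test over cells, p = 1.5e-45), which is consistent with cells of the other sex among them. How they came there was not tested, and no biological explanation was tested. At E11.5, XX replicate 2 likewise has 56 cells (2.46%, with 5.11 expected by independent chance) with Y gene UMIs and no Xist, and XY replicate 2 has 103 (1.95%, with 21.4 expected) with Xist and no Y gene UMI. Of these, 47 and 100 hold 2 or more such UMIs, and 2 and 5 are SLCs. No explanation was tested there.

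Of E10.5 XY replicate 2, 0.0786% of cells (4) and of E16.5 XY replicate 2, 0.366% (24) hold Xist and no Y gene UMI. Independent chance gives 5.78 and 37.5 cells, so the numbers are consistent with Y gene UMIs missed by chance. Why XY cells hold Xist UMIs was not tested there, and no biological explanation was tested.

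The median was 26575 UMIs per cell in E10.5 XX replicate 1, against 23488.5 to 23726 in the other libraries of the stage. Within the mesonephric mesenchyme it was 25857, against 23149 to 23729, still highest but less far out, so shares of the cell types stay open as part of it. At 3000 UMIs per cell, E10.5 XY replicate 1 had a median of 1518 genes, against 1471 to 1477.5. Within the mesonephric mesenchyme it was 1532, against 1474 to 1483, which argues against cell type shares. Sequencing depth per library was not tested for either, and no biological explanation was tested.

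E13.5 XY replicate 1 holds 8774 cells, against 5495 to 5765. With at least 5000 UMIs there are still 7903, so barcodes with few UMIs are argued against as the whole cause. The number of cells loaded was not tested, and no biological explanation was tested.

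GFP stood at 3682 CPM in E12.5 XY replicate 1, against 588.6 to 804 in the other E12.5 libraries. The paper does not report GFP UMIs, and the median of the 20 libraries is 759 CPM. Other shares of the cell types are argued against, since the lowest fold over the other XY library within a type is 1.88. Free RNA is argued against as the whole cause, since germ, endothelial and blood cells have a median of 2.65% of the Sertoli level of 8282 CPM. Endothelial cells, at 1765 CPM, were well above germ (219) and blood cells (92.3). Transgene copies and litter were not tested.

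The cell totals of the authors hold 583 UMIs beyond the matrix counts summed without its rarest genes, Sry among them. The 42 cells with a Sry UMI in the matrix are all among the cells with such UMIs. A filter on rare genes cannot be tested in this way, since the sums leave such genes out. Of these UMIs 99.5% are in XY cells. They are in 18.4% of E11.5 XY presupporting cells, which is consistent with UMIs of Sry counted in the totals. Which sequence they come from was not tested, and no biological explanation was tested.

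An Xist UMI was found in 19.97% of E13.5 XY germ cells, against 0.859% of Sertoli cells. Free RNA is argued against, as the share at equal UMIs is 3.22 times the highest of other cell types. XX cells in the sample are argued against, as 97.4% of these germ cells hold a Y gene UMI. Transcription of Xist in XY germ cells stays open, untested.

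In 1445 genes the difference of late SLCs from supporting cells differed between XY and XX. With equal numbers of cells 852 of them were called, which argues against unequal numbers for those 852. Over the 1227 genes in both fits the median size of the difference was 100.4% of that with all cells. The size cannot decide, since the cells drawn are part of the same cells. DESeq2 called 1416 of them, which argues against scaling, and 1253 were called without E16.5 XX replicate 1. The difference between Sertoli and pregranulosa cells themselves enters this test, and a difference between XX and XY SLCs stays open, untested by other means.

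Between XX and XY SLCs the difference changed in 19 genes from E11.5 to E12.5, in 505 from E11.5 to E13.5 and in 10 from E12.5 to E13.5. Of the 505 genes, 93.5% had the same direction at E12.5, where dates are shared, which argues against date and source cluster of E13.5 as the whole cause. With equal numbers of cells 193 of the 505 were called, which was left open since fewer cells lower the power. The test of size was added after that and gave 100.7% of the median size over the 489 genes in both fits. It cannot decide, since the cells drawn are part of the same cells and keep the expected size. Unequal numbers therefore stay open. For the 19 and the 10 genes no explanation was tested. The growth of sex differences with stage stays open as the biological explanation, untested.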

How the results depend on the processing

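A named gene counts as the same when its call did not change, a count when it stayed within 1.5 times, a trend when its p stayed on the same side of 0.05, and another value when it moved by less than 1 SD of the libraries. For named genes 3303 of 3572 values were the same, 167 weaker, 98 stronger and 4 moved, and no called gene turned its direction (0 reversed). Of 385 values of other results 277 were the same, 104 moved, 2 were stronger and 2 reversed. Leaving out libraries gave 129 of the weaker and 16 of the stronger gene values.

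Equal numbers of cells lowered most counts, from 3899 to 2163 genes in late XY SLCs, from 1165 to 735 in late XX SLCs, and between XX and XY SLCs from 280 to 110 at E12.5, from 1959 to 781 at E13.5 and from 474 to 306 at E16.5. In the CE between the sexes edgeR called 0 at E10.5 (417 at an unadjusted p below 0.05; DESeq2 on all cells 11), where all cells gave 1, and by Pax8 39 instead of 66, while at E11.5 the count rose from 2 to 4. In the changes of the sex difference it called 5 from E11.5 to E12.5, 209 from E11.5 to E13.5 and 0 from E12.5 to E13.5 (882 at an unadjusted p below 0.05; DESeq2 on all cells 25). With DESeq2 the counts were 182, 1225 and 305 between XX and XY SLCs at E12.5, E13.5 and E16.5, 11 and 7 in the CE, 136 by Pax8, 27 for the early difference between the sexes and 25 from E12.5 to E13.5. Without the filter on low counts they were 27, 571 and 774 in SLCs of E11.5, E12.5 and E16.5 and 8 and 6 in the CE. Without the highest doublet scores the CE of E11.5 gave 1 and the change from E11.5 to E12.5 gave 8. Without cells of the other sex, chosen after the data were seen, the CE gave 7 and 8. The causes were not tested.

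With the library as a block for paired sums, counts rose to 3925 in early XY SLCs, 2461 in early XX SLCs and 754 by Pax8, and for the early difference between the sexes, where this block was chosen after seeing the data, from 0 to 79 by edgeR (609 at an unadjusted p below 0.05 without it; DESeq2 without it 27). The date as a block gave 3427 in supporting cells of E16.5 instead of 6344, where only 1 date is shared, and 0 in the CE of E10.5 and E11.5 by edgeR (591 and 634 at an unadjusted p below 0.05; DESeq2 without the block 11 and 7). The block changed no other count by more than 1.5 times. At E12.5 a crossed pairing of dates, chosen after seeing the data, gave 465 genes in SLCs and 6900 in supporting cells. No paired analysis was possible between XX and XY SLCs of E13.5 and E16.5 because no XX and XY libraries with SLCs share a date there, and none between supporting cells of E13.5 because no date is shared. A smallest sum of 20 cells and leaving out E16.5 XX replicate 1 gave no value for SLCs of E16.5, since its 7 cells are the only XX sum.

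Leaving out libraries gave 219 to 283 genes in early XY SLCs, 93 to 385 in early XX SLCs and 714 to 1427 in late XX SLCs. Between XX and XY SLCs it gave 2 to 7 at E11.5, 126 to 159 at E12.5, 385 to 1627 at E13.5 and 199 to 372 at E16.5, and 67 to 172 in supporting cells of E11.5. In the CE between the sexes edgeR gave 0 (without E10.5 XX replicate 2, 1150 at an unadjusted p below 0.05; DESeq2 on all libraries 11) to 12 at E10.5 and 2 to 7 at E11.5, and by Pax8 0 (without E10.5 XY replicate 2, 486 at an unadjusted p below 0.05; DESeq2 on all libraries 136) to 88. The changes of the sex difference ranged from 2 to 10 from E11.5 to E12.5, from 154 to 516 from E11.5 to E13.5 and from 0 (without E13.5 XX replicate 2, 1127 at an unadjusted p below 0.05; DESeq2 on all libraries 25) to 34 from E12.5 to E13.5 by edgeR. With 1 library left on a side, that side is taken to vary like the others.

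Without the sex-linked genes, opposite-sex neighbors rose to 68.7% at E10.5, 79.3% at E11.5, 4.94% at E13.5 and 9.47% at E16.5. The trend of the XX score with stage was 0.988 without E16.5 and ranged from -0.0579 to 0.988, reversed at -0.0526 and -0.0579 without E11.5 XX replicate 1 or 2. Counted by at least 1 UMI, 10.8% of XY and 15.6% of XX presupporting cells had Pax8, and at 3000 UMIs per cell 2.42% and 2.71%, so depth sets these shares. G1 shares of early SLCs at 3000 UMIs were 91.8% in XX and 87.2% in XY. Among CE-derived cells SLCs were 7.92, 6.48, 3.52 and 0.907% from E11.5 to E16.5. Among all cells, single libraries gave 3.86% (E11.5 XX replicate 2), 4.60% (E12.5 XX replicate 1), 2.06% (E13.5 XX replicate 2), 0.319% (E13.5 XY replicate 1) and 0 (E16.5 XX replicate 2). Interstitial progenitors of the E16.5 testis were 60.3% without blood cells.

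The Spearman correlation of early SLC with presupporting minus that with CE was -0.00104, and 0.00639 in E11.5 XX replicate 2 alone. The Spearman correlation of late SLC with pregranulosa minus that with Sertoli was 0.0309, and 0.115 over the 2000 most variable genes. For Sox9, XX minus XY SLC, E11.5, log2 CPM of summed counts gave -0.225.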

Differences from the paper's values

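The paper's test took cells as replicates, and the counts below took libraries. A count is taken to differ where it is more than 1.5 times the other. For early SLCs and presupporting cells of E11.5 XY, the paper's count is 560 genes and the count here 1598. All alternatives set before the data were examined also differ from the paper's: 1729 with DESeq2, 1758 without the filter on low counts, 1598 without a fold threshold or with a smallest sum of 20 cells, 1212 with equal numbers of cells, 1793 without the highest doublet scores, 3925 with the library as a block, and 219 and 283 without E11.5 XY replicate 1 or E11.5 XY replicate 2. For late XY SLCs and Sertoli cells the paper gives 814 and the count here is 3899, with 2163 to 4540 under the alternatives set before the data were examined, all of which differ. For early XX SLCs the paper gives 450 and the count here is 991. Equal numbers of cells (675) and leaving out E11.5 XX replicate 2 (385) do not differ from the paper's value. DESeq2 (1149), no filter (1103), no fold threshold and a smallest sum of 20 cells (991 each), no highest doublet scores (1113), the library block (2461) and leaving out E11.5 XX replicate 1 (93) do. For late XX SLCs and pregranulosa cells the paper gives 305 and the count here is 1165, and all the alternatives set before the data were examined differ, with 714 to 1552. Between XX and XY SLCs of E11.5 the paper's supplement lists 12 genes and 6 are called here. All of the alternatives set before the data were examined differ as well, with 27 without the filter on low counts and 2 to 7 in the others. Both comparisons of XX SLCs have fewer genes than those of XY SLCs with all libraries, as in the paper. With a library left out this can turn for early SLCs, where 385 in XX without E11.5 XX replicate 2 is above 219 and 283 in XY.

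Among genes that the paper names as higher or lower in XY SLCs, edgeR did not call Tbx2, Lef1, Nr0b1, Amh, Mmd2, Nedd9 and Dhh in early SLCs. The paper does not assign these genes to early SLCs, and all of them were called in late XY SLCs. The misses in early SLCs are therefore not in themselves a difference from the paper. With the library as a block all but Nr0b1 were called in early SLCs. DESeq2 called Tbx2 and Dhh. Without the filter on low counts Tbx2, Amh, Mmd2, Nedd9 and Dhh were called, with equal numbers of cells Tbx2 and Mmd2, without the highest doublet scores Tbx2, and without cells of the other sex, chosen after the data were seen, Dhh. Nr0b1 was slightly lower in early SLCs (log2 fold change -0.11) and was called as higher in late XY SLCs (2.21). In early XX SLCs edgeR did not call Tbx2, Lef1, Id1, Fst and Lgr5. The library block called all but Lef1, and DESeq2 called Tbx2 and Fst. Fst and Lgr5 were also called without the filter on low counts, with equal numbers of cells and without the highest doublet scores. In late XX SLCs it did not call Enpp2, Wnt4, Lef1, Id1, Id2, Id3 and Fst. Enpp2 was called with the library block, without the filter on low counts, with a smallest sum of 20 cells, with equal numbers of cells, without the highest doublet scores and without either E16.5 XX replicate. Id3 was called with a smallest sum of 20 cells and without E16.5 XX replicate 1, and Fst without the filter on low counts. The paper names the XX genes without giving early or late SLCs. In the main edgeR tests only Lef1, Id1 and Fst were called in neither group.

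In the CE of E10.5, of the genes the paper names as changed with Pax8, edgeR called Lhx9, Enpp2 and Wnt4. Upk3b, Gata4, Tcf21, Nr6a1, Sfrp1, Nr0b1, Sox9, Igf1 and Igf2 were not called. All but Igf2 were called with the library as a block. DESeq2 called Gata4 and Nr6a1, Gata4 was called without the filter on low counts and with equal numbers of cells, Sox9 with a smallest sum of 20 cells, and Tcf21 and Nr6a1 without E10.5 XY replicate 1. Igf2 stayed below the fold threshold with the block (log2 fold change 0.29).

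The paper places XX and XY SLCs closer to pregranulosa than to Sertoli cells. Over all cells, late SLCs had a rho of 0.969 with pregranulosa and 0.938 with Sertoli cells. Within stages, XY SLCs were closer to Sertoli cells at E13.5 (0.872 against 0.845) and E16.5 (0.821 against 0.800), while at E12.5 the means were alike (0.893 with Sertoli and 0.895 with pregranulosa cells), with the replicates leaning to different sides. The pregranulosa cells come from libraries of the other sex, at E13.5 also of other dates.

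Of the 8 Sertoli genes that the paper names as gradually expressed in late XY SLCs, 6 were higher at E16.5 than at E11.5. Vnn1 fell from 78.0 to 46.5 CPM, and Cbln4 rose to 18.1 at E12.5 and fell to 2.14 at E16.5. Of the XX genes named as rising, Wnt4 fell from 447 to 235 between E11.5 and E13.5, a fall the paper describes elsewhere, while Foxl2, Fst and Irx3 rose. Pax8 and Ncam1, named as kept, fell in XX SLCs from 125.7 to 72.6 and from 481 to 269 between E11.5 and E13.5. The paper places SLC levels below those of supporting cells. In XX, Foxl2 at E12.5 (34.9 against 34.8) and E13.5 (66.8 against 52.9) and Fst at E13.5 (218 against 217) reached the pregranulosa level, and in XY Nedd9 at E16.5 (125 against 127) came near the Sertoli level, while Dhh, Amh, Ptgds and Tesc stayed below it from E12.5 to E16.5. Of the XX SLCs of E13.5, 223 of 224 came from cluster 5 of the first clustering, so their levels at E13.5 may follow from the annotation. The granulosa score of XX SLCs rose from E11.5 to E13.5 but over all stages gave r = 0.146, and 0.988 without E16.5.

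The paper states that markers of the supporting cells part XX and XY SLCs from E12.5 on. At E12.5 and E13.5 Foxl2, Fst, Ptgds and Dhh were called, Foxl2 at E12.5 not by DESeq2, with equal numbers of cells or with any library left out. At E16.5, with 7 cells in the only XX sum, Foxl2, Fst and Ptgds were called in no setting. Their TMM-normalized CPM in XX and XY were near each other, at 9.05 against 6.37 for Foxl2, 9.05 against 5.58 for Fst (3 UMIs each in XX) and 93.5 against 96.5 for Ptgds. Of 200 genes changed in simulated counts the test recovered 13% there, 26% of those changed 4-fold and 0% of those changed 2-fold. The paper also states higher levels of Wnt4 and of WNT targets in XX SLCs at E12.5. edgeR called Axin2, Sp5, Lef1 and Nkd1, but not Wnt4 (log2 fold change 1.21), which was called without the filter on low counts and with the crossed date block chosen after the data were seen. Rspo1 (0.35) was called in no setting. Of the 476 genes on the paper's list for later stages, 154 were called at E12.5 and 419 at E13.5, all in the listed direction, and 471 and 473 of the list went that way. At E16.5, with the only XX sum of 7 cells, 261 (54.8%) did, and of 102 called 76 did.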

Other observations

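Neighbors were counted by library date only after the first mixing values were seen, and the prediction for the date was written before that count. At E11.5 without the sex-linked genes, 79.3% of neighbors were of the opposite sex, above even mixing, and 65.8% were of the opposite sex and the same library date. This is consistent with an effect of the library date on expression. At E11.5, 13.6% were of the opposite sex and the other date. With the same genes left out at E10.5, opposite-sex neighbors were 41.8% of the same date and 26.9% of the other date. At E12.5 they were 7.73% of the same date and 25.6% of the other date, the reverse of E11.5. There 66.6% were of the same sex and the other date. What differs between the dates was not tested, and no biological explanation was tested.

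All tests of other splits of the sums were chosen after the counts were seen. For late XY SLCs and Sertoli cells, 1 of 60 splits drawn from the 462 possible gave as many genes as the real split, which is the real split itself, and the largest other count was 1354. Among the 32 splits that part the sums of every library it was 1 as well, the largest other being 1225. For late XX SLCs and pregranulosa cells these were 1 of 60 (largest other 458) and 1 of 32 (largest other 1029). The real split thus gave the most genes among the splits run. The cell types were defined by clustering these same counts, which favors the real split, so these splits cannot exclude chance.

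For CE cells of E10.5 with and without a Pax8 UMI, the sums of 1 library are paired, with correlations of 0.257 to 0.562. Among the 8 splits that part the sums of every library only the real split, 1 of 8, gave as many genes (66), and edgeR called 0 at most in the others. So few splits cannot give a share under 0.05, so chance is not excluded by them. Among all 35 splits, which also set whole libraries against each other, 2 of 35 gave as many, so chance cannot be excluded by that count either. The other of these keeps the libraries of each date together, with 890 genes, and so follows the library date, and a split by sex gave 7. With the library as a block the Pax8 split gave 754 genes.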
